# Differential Transcriptome Analysis Reveals Genes Related to Low- and High-Temperature Stress in the Fall Armyworm, *Spodoptera frugiperda*

**DOI:** 10.3389/fphys.2021.827077

**Published:** 2022-01-31

**Authors:** Mohammad Vatanparast, Youngjin Park

**Keywords:** *Spodoptera frugiperda*, temperature, stress, RNA-seq, differentially expressed gene

## Abstract

The fall armyworm (FAW), *Spodoptera frugiperda*, is regarded as one of the world’s most harmful plant pests. This research examines the molecular response processes of FAW to low temperature (4°C) and high temperature (40°C) when gene expression is compared to controls (25°C). A total of 211,967 unigenes were collected, at least 14,338 of which were annotated with gene descriptions, gene ontology terms, and metabolic pathways. There were 50 Gene Ontology (GO) functional sub-groups and 21 EggNOG words as a result. Differentially expresses genes (DEGs) with log_2_FC ≥ 2 were identified and compared at various temperatures. In comparison to the 25°C treated group, we discovered 199 and 1,248 individual DEGs co-regulated at 4 and 40°C, respectively. Comparing transcriptome profiles for differential gene expression revealed a number of DEGs, including cytochrome P450, odorant binding proteins (OBPs), and immune system genes previously implicated in cold and high temperature stresses. The enrichment pathways were identified using Kyoto Encyclopedia of Genes and Genomics (KEGG) analysis, and heatmaps of similar unigenes from both treatment groups (T4 and T40) were plotted. We used quantitative reverse transcription PCR (RT-qPCR) to confirm the RNA-seq data on 10 up- and down-regulated DEGs. These findings provide a foundation for future understanding of FAW adaptation mechanisms and the underlying basis underlying the response to low and high temperatures.

## Introduction

The fall armyworm (FAW), *Spodoptera frugiperda* (J. E. Smith, 1797), (Lepidoptera: Noctuidae), is native to the American continent’s tropical and subtropical regions (Sparks, 1979), and is one of the world’s most destructive crop pests. This pest is polyphagous, and because of its diverse host range, *S. frugiperda* is one of the most dangerous pests threatening tropical annual crops (Andrews, 1980; Cruz et al., 1999). In 2018 and 2019, FAW was found in many Southeast Asian countries, including India, Thailand, Myanmar, China, the South Korea, Japan, the Philippines, Indonesia, and, most recently, Australia (Du Plessis et al., 2020). They are typically composed of two genetically distinct strains, including such rice (R-strain) and corn (C-strain) (Quisenberry, 1991; Nagoshi and Meagher, 2004).

The relationship between temperature and development rate has a significant influence on insect distribution and abundance (Tobin et al., 2003). Temperature is one of the most significant environmental variables that can affect an insect’s physiological condition, behavior, and evolution. Extreme temperatures, both high and low, are detrimental to insect development because they create an abiotic stress capable of causing abnormal biological responses (Kang et al., 2009). As a result, those that are subjected to stress temperatures (low and high) adopt a variety of strategies to cope with the stressful situation, including avoiding extreme temperatures, regulating the behavior of stress proteins and the oxidase mechanism, and modifying other physiological characteristics (Hoffmann et al., 2003; Sørensen et al., 2003). In overwintering insects, low-temperature stress causes a decrease in respiratory rate, reduced aerobic respiration, and damage to the cell membrane system, resulting in membrane lipid peroxidation (Sargis and Subbaiah, 2006). Energy generation, sugar, alcohol, and amino acid synthesize from fat metabolism and the tricarboxylic acid cycle (TCA cycle) will be resulted to allowing these insects to resist cold environments (Lee et al., 1991; Zhu et al., 2016, 2017). Furthermore, insects establish cold resistance using mechanisms such as freeze tolerance, freeze-avoidance and polyol accumulation (Salin et al., 2003). High-temperature stress, on the other hand, causes the presence of physiological functions in insects that change the cell microenvironment, such as cell structure and enzyme activity, as well as the spatial conformation of biological macromolecules. As a result, normal development, growth, and survival will be affected (Prange, 1996; Holmstrup et al., 2002). Many genes, including those encoding heat shock proteins (HSPs), heat shock transcription factors, the hsr-omega protein, and phosphoglucose isomerase, are upregulated in response to high temperature stress in insects (Solomon et al., 1991; Morgan and Mackay, 2006; Rank et al., 2007; Chen et al., 2016).

Fall armyworm can withstand high temperatures because it is native to the tropics and subtropics (Sparks, 1979). Since FAW lacks a diapause function, it can only live in tropical and subtropical areas during the winter in America and elsewhere, limiting its geographic range and ability to adapt to cold temperatures (Dan-dan et al., 2020). After exposing all life stages of FAW to low temperatures for 3 h, it was revealed that the egg was the most resistant stage, with 30% survival at −10°C (Foster and Cherry, 1987).

Recently, omic technologies, such as *de novo* transcriptome assembly, have been commonly used to detect and classify differential genes under various experimental conditions (He et al., 2017; Liu et al., 2017; Chen et al., 2018; Li et al., 2020) and revealed how environmental physiologists explore stress response pathways in insects (Zhou et al., 2019). Transcriptome analysis using RNA-seq has been used to investigate gene expression changes in response to thermal stress in several insect species since 2014; *Drosophila virilis* (Parker et al., 2015), *Cryptolaemus montrouzieri* (Zhang et al., 2015b), *Microdera punctipennis* (Tusong et al., 2016), *Nilaparvata lugens*, *Sogatella furcifera*, *Laodelphax striatellus* (Huang et al., 2017), *Galeruca daurica* (Zhou et al., 2019), and *Monochamus alternatus* (Li et al., 2020). These studies concluded that cold stress can alter the expression levels of hundreds of genes involved in transcription, metabolism, and cuticular organization, especially enzyme-related genes, as well as high-temperature stress, which upregulates encoding cytochrome P450s (P450), antioxidative enzymes, and aldehyde dehydrogenase (Wei et al., 2015; Zhang et al., 2015b; Liu et al., 2017). HSPs have recently been confirmed to be responsible for heat and cold tolerance as well as other stressors (e.g., heat, low oxygen levels, UV radiation, bacterial and viral infection, and heavy metals) that can affect the folding and functional conformation of proteins (Clark and Worland, 2008; Storey and Storey, 2012).

In the present work, we used RNA-seq and *de novo* transcriptome assembly to produce transcriptomes and analyze the changes in transcription regulation associated with cold and heat treatment in *S. frugiperda*. A detailed differential expression analysis revealed a number of candidate genes that may be associated with FAW cold and heat tolerance. To validate the RNA-seq results, we used quantitative reverse transcription PCR (RT-qPCR). We hoped to provide a foundation for the adaptive mechanism as well as a rich resource for the discovery and detection of novel genes involved in cold and heat stress responses of *S. frugiperda*.

## Materials and Methods

### Insect Rearing, Exposure Temperatures, and Sample Preparation

The larvae of *S. frugiperda* (F0 generation) were obtained from Frontier Agriculture Sciences (Newark, DE, United States). They were raised until pupation under laboratory-controlled conditions [26°C ± 1, 70% ± 5 RH, and a photoperiod of 14 h:10 h (L:D)]. The larvae were fed an artificial diet (Newark, DE, United States) during their development (Vatanparast et al., 2020). The diet was changed every day for larvae. These larvae were grown in plastic containers with aerated lids measuring 40 × 20 × 15 cm. From the third instar onward, larvae were reared separately to prevent cannibalism. This was carried out in Petri dishes (8.5 cm diameter). Pupae were sexed and kept with the larvae in the same place. Pupae were monitored on a regular basis before moths appeared. Fourth instar larvae were incubated at 4 and 40°C for 16 h as temperature treatment groups to conduct transcriptomic analysis. The control group consisted of larvae incubated at 25°C. Based on a prior work on *Spodoptera exigua*, the temperature and incubation time were chosen (Park and Kim, 2013). *S. frugiperda* also exhibits rapid cold hardening at 4°C, according to our findings (data was not published). A total of 30 larvae were considered for each temperature. The larvae from each group were immediately frozen in liquid nitrogen and preserved at −80°C for subsequent experiments after the temperature procedure.

### RNA Extraction and Quantitative Reverse Transcription PCR

For this study, total RNA was isolated from five *S. frugiperda* larvae bodies (fifth instar) with the help of TRIzol reagent (Invitrogen; Carlsbad, CA, United States) (Vatanparast et al., 2020). Nuclease-free water was used for RNA extraction, and spectrophotometers were used to measure its concentration (NanoDrop, Thermo Scientific, Wilmington, DE, United States). As instructed by the manufacturer, we used Intron Biotechnology’s Intron PreMix (Seoul, South Korea) to synthesis cDNA from one microgram of RNA. The CFX Connect Real-Time PCR Detection System (Bio-Rad, Hercules, CA, United States) and iQ SYBR Green Supermix (Bio-Rad, Hercules, CA, United States) were used to perform all RT-qPCR in this investigation. Each forward and reverse primer (Supplementary Table 1) was added to the reaction mixture, as well as the nuclease-free water, to make 20 μL of total reaction volume. Temperature cycling for RT-qPCR began with a 10-min heat treatment at 95°C followed by 40 cycles of denaturation for 30 s, annealing for 30 s, and extension for 20 s each at 72°C. Use of the EF1α gene expression level to normalize the expression levels of the target genes was done (Shu et al., 2021) under different treatments. Melting curve analysis was used to evaluate the PCR products. Each treatment was replicated with three independent biological sample preparations. The comparative CT approach (2^–ΔΔCT^) was used for quantitative analysis (Livak and Schmittgen, 2001).

### Illumina Sequencing

Illumina sequencing was performed on Macrogen to achieve short-read RNA sequences (Seoul, South Korea). The TruSeQ Stranded MRNA LT Sample Prep Kit (Illumina, San Diego, CA, United States) has been used to build each library with a 1 μg total RNA of the whole group of 5 individuals *S. frugiperda* larvae per treatment and with the 101 bp pair end reading HiSeq 4000 System (Illumina, San Diego, CA, United States), it was sequenced (Supplementary Table 2).

### *De novo* Assembly

Illumina short reads were quality-filtered and adapter-trimmed using Trimmomatic v0.38.^1^ FastQC v0.11.7^2^ was used to check data quality before and after trimming. After the removal of low-quality reads, an Illumina-based *de novo* transcriptome assembly was performed using Trinity version trinity rnaseq r20140717, bowtie 1.1.2 (Langmead et al., 2009). Trimmed reads for every sample were merged into one file to construct combined reference. The *de novo* assembly of merged data was carried out using Trinity with default parameters that it was assembled into transcript contigs (Grabherr et al., 2011). Total number of genes, transcripts, GC content max/min/median/average contig length and total assembled bases were summarized. Trinity groups transcripts into clusters based on shared sequence content. For assembled genes, longest contigs of the assembled contigs are filtered and clustered into the non-redundant transcripts using CD-HIT version 4.6^3^ (Pertea et al., 2003). These transcripts were defined as “unigenes” which are used for predicting the ORFs (open reading frames), annotating against several known sequence databases, and analyzing differentially expressed genes (DEGs). ORF prediction for unigenes was performed using TransDecoder version 3.0.1^4^ (Haas et al., 2013) to identify candidate coding regions within transcript sequence. After extracting ORFs that were at least 100 amino acids long, TransDecoder predicted the likely coding regions. Trimmed reads for each sample were aligned to the assembled reference using Bowtie program. For the DEG analysis, the abundances of unigenes across samples were estimated into read count as an expression measure by RSEM algorithm (RSEM version v1.2.29, bowtie 1.1.2^5^; Li and Dewey, 2011).

### Gene Functional Annotation

For functional annotation, unigenes were searched against Kyoto Encyclopedia of Genes and Genomics (KEGG) v20190104^6^ (Kanehisa et al., 2004), NCBI Nucleotide (NT) v20180116^7^ (Zhou et al., 2019), Pfam v20160316^8^ (Finn et al., 2011), Gene Ontology (GO) v20180319^9^ (Ashburner et al., 2000), NCBI non-redundant Protein (NR) v20180503^10^ (Deng et al., 2006), UniProt v20180116^11^ (Apweiler et al., 2004), and EggNOG^12^ (Powell et al., 2013) using BLASTN of NCBI BLAST and BLASTX of DIAMOND version 0.9.21^13^ with an *E*-value default cutoff of *E*-value 10^–5^.

### Differential Gene Expression Analysis

Quality check was done for all samples, so that if more than one read count value was 0, it was not included in the analysis. In order to reduce systematic bias, estimates the size factors from the count data and applies Relative Log Expression (RLE) normalization with DESeq_2_ R library. Using each sample has normalized value, the high expression similarities were grouped together by Hierarchical Clustering Analysis and graphically shown in a 2D plot to show the variability of the total data using Multidimensional Scaling Analysis. Significant unigene results were analyzed as up and down-regulated count by log_2_FC ≥ 2 and ≤−2, distribution of expression level between two groups was plotted as volcano plot^14^ (Goedhart and Luijsterburg, 2020) and simple bar plots. Heat maps were generated using the online tool Heatmapper^15^ (Babicki et al., 2016). The KEGG analysis were done to identify the enrichment pathways and heat maps of shared unigenes at both treatment groups (T4 and T40) in comparison with T25 were plotted. In these cases, to get more effective DEGs, the DEGs were limited to log_2_FC ≥ 5 and ≤ −5, with a *P*-value < 0.01.

### Quantitative Reverse Transcription-PCR Validation

Quantitative reverse transcription PCR was used to verify the 10 genes that respond to low (T4) and high (T40) temperatures. Separate sets of 10 FAW larvae each were incubated at 4 and 40°C for 16 h in order to perform the experiment successfully. In accordance with section “RNA Extraction and Quantitative Reverse Transcription PCR,” the cDNA was synthesized. Primer Quest^16^ was used to create custom primers (Supplementary Table 8). A gene called EF1α was employed as a reference gene to standardize the expression levels of target genes under various treatments (Shu et al., 2021). Finally, the data was compared based on the fold change (FC) ratio and the mRNA expression level ratio for all identified genes (Vatanparast et al., 2021).

### Statistical Analysis

All of the studies were carried out in three biological replicates. GraphPad Prism 8.0 was used to plot the results. Means were compared using the least squared difference (LSD) test of one-way analysis of variance (ANOVA) in the SAS program (Sas Institute Inc, 1989; Vatanparast and Park, 2021), with Type I error = 0.05 as the threshold for discrimination.

## Results

### Sequencing, RNA-Seq Assembly, and Functional Annotation

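RNA-seq libraries were made from whole larvae held at 4 °C for 16 h (T4), at 40 °C for 16 h (T40) or at 25 °C as the control (T25), with 1 library per temperature and 5 larvae pooled in each. The paper's statistics section names 3 biological replicates for all studies, but the labels and Supplementary Table 4 give 1 library per temperature, so no difference below could be set against the spread between replicates and no test is reported. The larval stage is given as the fourth instar at the treatment and as the fifth at RNA extraction, and the sequencer as a HiSeq in the methods while Supplementary Table 2 cites a NovaSeq guide. Supplementary Table 4 lists 147605076 trimmed reads for T4. It lists 103761112 for T25 and 128451536 for T40. The authors trimmed reads with Trimmomatic, assembled the merged libraries with Trinity, clustered the contigs into unigenes with CD-HIT, aligned each library with Bowtie and estimated read counts with RSEM. Deposited are 3 tables, for T4/T25, T40/T25 and T40/T4, and each holds only the unigenes that the authors called, with the read counts, FPKM, normalized values, fold change, P, adjusted P and annotation. A called unigene below is one listed in such a table. Every listed P is under 0.05 before adjustment and every listed fold change is above 2 on the linear scale, while the text words the thresholds as a modified P or as a P, and as log2 or as linear fold changes, in different places. No unigene with a count of 0 in either library is listed. The authors' normalization divides the counts by an effective library size of 36483914 reads for T4, 28015943 for T25 and 38643842 for T40. Fold differences below are ratios of counts divided by these sizes. Each has a 95% exact interval (Clopper-Pearson, conditional on the sum of the counts) that covers counting error only and not the variation between larvae. Called unigenes were grouped with 41 lists of gene names written before the data were examined, and because uncalled unigenes are not in the tables, the split of a list into higher and lower is set beside the split of all called unigenes as a description of these libraries. Unigenes are fragments of a de novo assembly, so several may belong to 1 gene and close paralogs may share reads.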

Filtering of Illumina raw data revealed transcriptome responses to low and high stress temperature in *S. frugiperda* (Supplementary Tables 3, 4). After transcriptome sequencing of cDNA samples, 19.2 Gb of clean data passed the Illumina quality filter with Q30 > 95% (Supplementary Table 4). All high-quality reads (Supplementary Table 4) were pooled to perform the *de novo* transcriptome assembly. NGS data of *S. frugiperda* used in this study has been deposited in the NCBI database (accession No. GSE175545). These contigs were further assembled into 227,950 transcripts with a mean length of 391.0 bp and a N50 of 1,021 bp, and 211,967 unigenes with a mean length of 356.0 bp and a N50 of 853 bp using paired-end joining and clustering based on contig similarity (Supplementary Tables 5, 6). The length distribution of unigenes closely followed the length distribution of transcripts. This indicates a high-quality assembly, providing a sequence basis for future studies.

### Annotation of Predicted Proteins

BLASTX was used to validate and annotate the assembled unigenes against ten public databases (NR, NT, UniProt, Pfam, GO, EggNOG, KEGG, KO EUK Annotation, KO PRO Annotation, KO BAC Annotation, and KO BAC.NUC Annotation) with a cut off *E*-value of 10^–5^. Genes with a large blast hit to arthropods were detected after annotation. Total of 33,669 (15.9%) unigenes were found in the NT public database, followed by the NR database (27,227 annotated unigenes, 12.87%) and the KO EUK Annotation database (25,617, 12.09%) (Table 1). Overall, the majority of the unigenes were either unable to be annotated or had inadequate definitions (e.g., putative, unknown, hypothetical, or unnamed protein). However, BLASTX matches in the NT database revealed that the unigene sequences were most similar to gene sequences from *Spodoptera litura* (74.25%) and had a total of more than 96.2% similarity with lepidopteran genus (*Spodoptera* sp., *Helicoverpa* sp., *Bombyx* sp., *Amyelois* sp., *Papilio* sp., *Plutella* sp., and *Pieris* sp.).

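Of the 30327 unigenes in the authors' 3 deposited tables, 19061 had no hit in any of the databases (62.9%). A further 4218 were described without a named protein, such as hypothetical or uncharacterized ones (13.9%). NR hits were present for 8310 unigenes (27.4%), EggNOG hits for 7734 and GO terms for 6222. Named unigenes included chaperones, such as the heat shock cognate 70 unigene c174698_g1_i1, which helps other proteins to fold and had 94082 reads in T40 against 1100 in T25. They also included storage and cuticle proteins, digestive proteases, lipases and cytochrome P450 enzymes of detoxification. The tables cover the called unigenes only and not the whole assembly.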

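Among the called unigenes with an NT hit, the best match of 7526 of 10136 was to *Spodoptera litura*, a noctuid moth of the same genus, which is 74.3% (95% exact interval 73.4 to 75.1). *S. frugiperda* itself was the best match of 1699 (16.8%). The cotton bollworm *Helicoverpa armigera* was the best match of 373 and the silkworm *Bombyx mori* of 135. The 7 genera named in the paper held 9914 of the hits (97.8%, 95% exact interval 97.5 to 98.1). In NR, which holds proteins, *S. litura* was the best match of 6079 of 8310 unigenes (73.2%).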

**TABLE 1:** Statistics of annotation analysis of unigenes.

Database	Unigene (%)	300 ≤ length < 1,000	Length ≥ 1,000
NT_Annotation	33,699 (15.9)	13,665	13,027
NR_Annotation	27,277 (12.87)	10,080	11,635
Pfam_Annotation	16,504 (7.79)	5,128	8,986
EggNOG_Annotation	24,077 (11.36)	8,560	11,045
KO_EUK_Annotation	25,617 (12.09)	9,336	11,357
GO_Annotation	16,279 (7.68)	4,884	9,243
UniProt_Annotation	14,338 (6.76)	4,127	8,428

The TransDecoder software was used to predict ORFs for unigenes. ORFs of at least 100 amino acids in length were isolated. At least one ORF was found in 94.73% (12,567) of the total expected unigenes (211,967) (Table 2). Of the 14,052 expected ORFs, 7,918 (56.35%) were found to be completely ORFs (Table 2).

**TABLE 2:** Statistics of open reading frame (ORF) prediction.

Assembly	Total unigene	ORF predicted unigene	Single ORF predicted unigene	Multiple ORF predicted unigene	
Merge	211,967	13,276 (6.26%)	12,576 (94.73%)	700 (5.27%)	

**Assembly**	**Number of ORF**	**Complete**	**Internal**	**5′ partial**	**3′ partial**

Merge	14,052	7,918 (56.35%)	2,208 (15.71%)	2,174 (15.47%)	1,752 (12.47%)

### EggNOG Analysis for Global Functional Classification

The EggNOG database was used to classify the annotated unigenes using BLASTX for functional annotation and to reveal functional and biological classification of the unigenes. In total, 24,077 unigenes were allocated to 21 EggNOG terms (Figure 1) from three functional classes: “information storage and processing,” “cellular processes and signaling,” and “metabolism.” The most unigenes were identified as “post-translational modification, protein turnover, chaperones (1,589 unigenes),” “intracellular trafficking, secretion, and vesicular transport (1,106),” “replication, recombination, and repair (913),” “transcription (843),” and “signal transduction mechanism (832)” (Figure 1).

**FIGURE 1:**
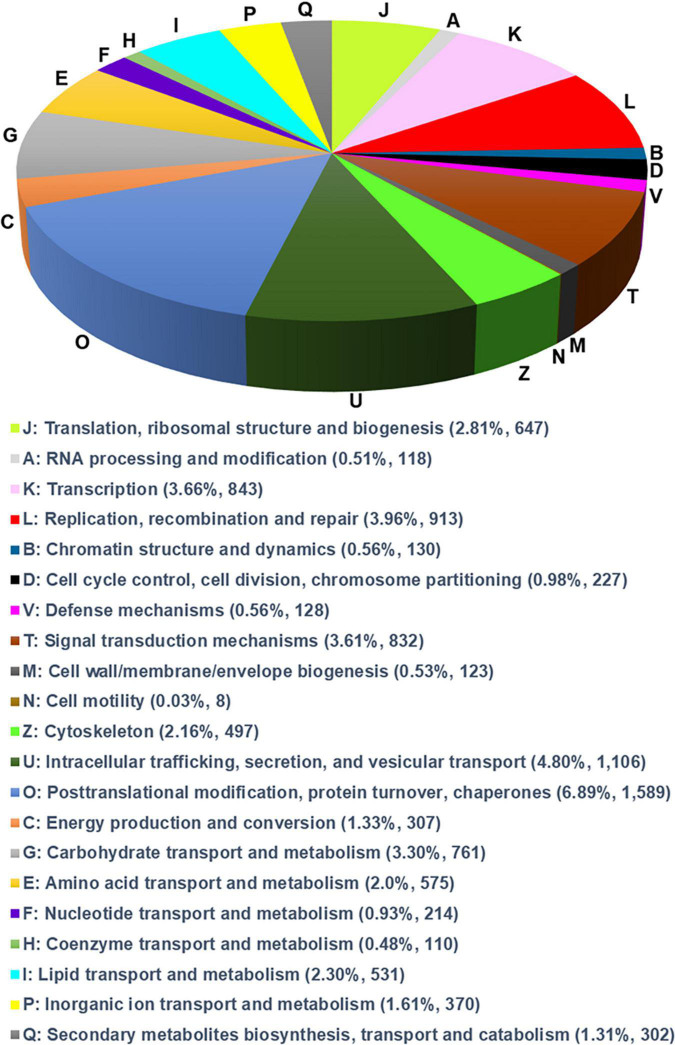
Annotations of the annotated unigenes. The annotated unigenes are mapped to the annotation of the corresponding orthologous groups in EggNOG (evolutionary genealogy of genes) database.

### Differentially Gene Expression Under Different Temperature

Differentially expresses genes were identified in comparison to the control (T25) under low and high stress temperature treatments (T4 and T40, respectively). With a criterion of modified *P*-value < 0.05 and | log_2_FC| ≥ 2, 199 unigenes were DEGs for T4 and 1248 unigenes were DEGs for T40. In addition, 734 DEGs were found explicitly for T40 as compared to T4 (Figure 2). 

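Among named unigenes with at least 100 reads, the highest at 4 °C included c180345_g2_i1, a heat shock protein 68 of the Hsp70 family, with 1005 reads in T4 against 2 in T25. A pancreatic triacylglycerol lipase-like unigene that belongs to the enzymes of fat digestion, c155555_g1_i2, was 396-fold higher (95% counting interval 192 to 986). The acyl-CoA synthetase unigene c184929_g1_i1 was 291-fold higher (95% counting interval 114 to 1071). The P450 4V2-like unigene c96645_g1_i1 was 184-fold higher (95% counting interval 99.9 to 384). Among the lowest at 4 °C, the transcription factor RelB-like unigene c186049_g1_i8 had 1 read in T4 against 1415 in T25, and an alpha-tocopherol transfer protein-like unigene, c175275_g3_i2, was 773-fold lower (95% counting interval 331 to 2383). In the authors' deposited T4/T25 table, 6704 called unigenes were higher at 4 °C and 5469 were lower. In the authors' deposited T40/T25 table, 9453 called unigenes were higher at 40 °C and 10624 were lower. By the same ranking, the highest at 40 °C was a glucose dehydrogenase-like unigene, c179261_g3_i1, which was 11980.2-fold higher (95% counting interval 6311 to 26200.2). The peroxidase-like unigene c178414_g2_i1 was 5171-fold higher (95% counting interval 2019 to 18978). Among the lowest at 40 °C, the aldo-keto reductase AKR2E4-like unigene c147275_g2_i2 was 7321-fold lower (95% counting interval 2859 to 26873). Also lower there, the larval cuticle protein LCP-30-like unigene c154439_g1_i1 was 749-fold lower (95% counting interval 533 to 1089). Of all called unigenes, 2471 were called in T4/T25 only and 4688 in T40/T25 only. With an adjusted P under 0.05 and an absolute log2 fold of 2 or more together, chosen after seeing the data, 1042 were called in T4/T25 only.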

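The folds of this paragraph compare T40 with T4 and not with T25. The vanin-like protein 2 unigene c187782_g5_i2 had 5337 reads in T40 against 1 in T4. The indole-3-acetaldehyde oxidase-like unigene c186906_g2_i1 was 3689-fold higher (95% counting interval 1943 to 8067). A UDP-glucuronosyltransferase 2B15-like unigene of the detoxification enzymes, c181642_g4_i1, was 2343-fold lower (95% counting interval 915 to 8602). The fibrohexamerin-like unigene c167706_g1_i1, related to a silk protein, was 742-fold lower (95% counting interval 424 to 1436). The gamma-aminobutyric acid receptor unigene c182219_g3_i1, part of a neural chloride channel, was 637-fold lower (95% counting interval 218 to 3093). Between the stress temperatures, the authors' deposited T40/T4 table holds 8580 unigenes that were higher at 40 °C and 10316 that were lower. Of these, 4363 were called in that comparison only. A total of 2014 unigenes were called in all 3 comparisons. With an adjusted P under 0.05 and an absolute log2 fold of 2 or more together, chosen after seeing the data, 458 were.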

Volcano plots with a criterion of *P*-value < 0.05 and | log_2_FC| ≥ 2 were plotted for each treatment in comparison to T25 as the control to classify more likely particular genes linked to temperatures (Figure 3).

**FIGURE 2:**
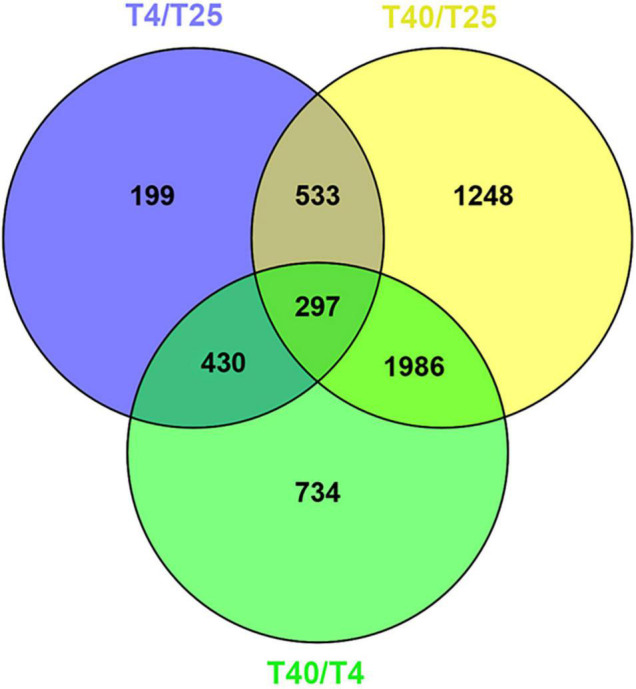
Venn diagram analysis. The number of specific and shared DEGs were showed between three different treatment groups with *P*-value < 0.05 and log_2_FC ≥ 2 or log_2_FC ≤ –2.

**FIGURE 3:**
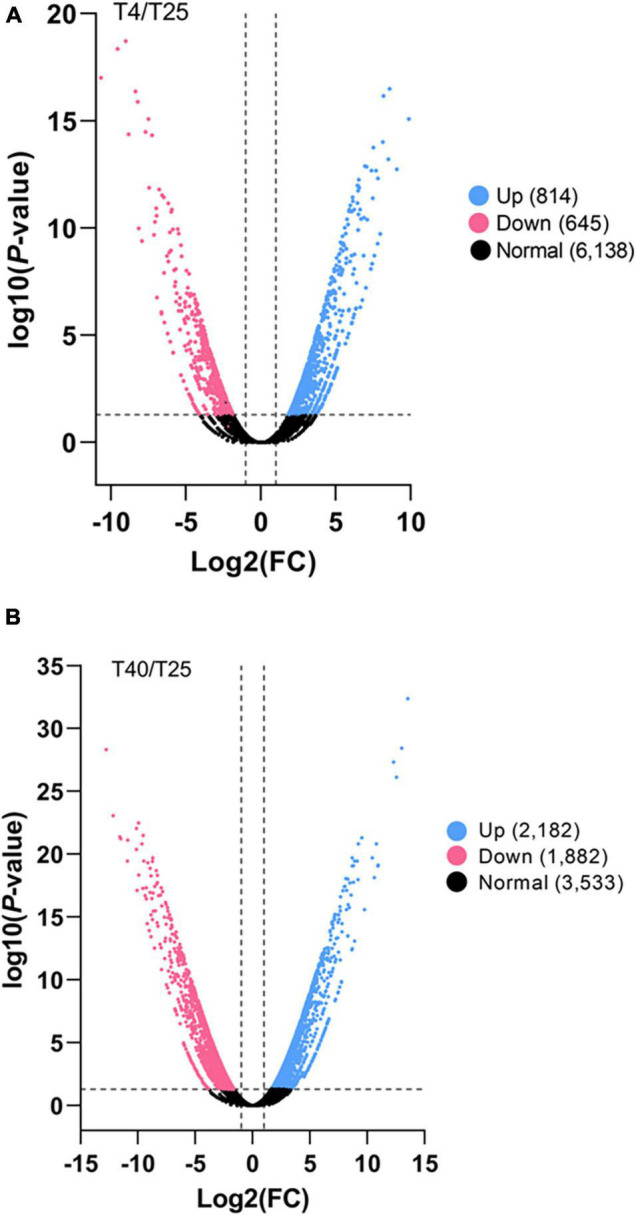
Significant differentially expressed gene (DEG) analysis. The number of all up and down regulated contigs based on *P*-value < 0.05 and log_2_FC ≥ 2 or log_2_FC ≤ –2 of comparison pairs was plotted. Volcano diagram for distribution of the identified DEGs in treatment groups **(A)** T4 and **(B)** T40, in comparison with T25 as control was plotted. Red and blue points represent the significant DEGs that down-regulated or up-regulated, respectively and black ones show those without significant difference.

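At 4 °C, of the glutathione S-transferase unigenes called by the authors, 12 were higher and 0 were lower, and of the lipases 26 were higher and 12 were lower. At 40 °C, among mitochondrial ribosomal proteins, 55 were higher and 2 were lower. Among neuropeptide, receptor and synaptic unigenes of the neural list, 11 were higher and 17 were lower. Of all unigenes of the authors' deposited tables, 55.1% were higher in T4/T25, 47.1% in T40/T25 and 45.4% in T40/T4. Among T40/T25 unigenes with at least 100 reads in the higher library, more were higher than lower (4559 against 3904). Among all T40/T25 unigenes with an NR hit, 3282 were higher and 2839 lower, and among those of T4/T25 1690 were higher and 1728 lower. Among those of T40/T4, 3107 were higher and 2381 lower. The smallest listed fold change of the authors' T4/T25 table is 2.35 and the median is 5.39. The lower library had at most 3 reads for 25.5% of the called T40/T25 unigenes. The paper names DESeq2 for normalization. Every deposited P of the 3 tables equalled, within 1%, that of edgeR's exact test with the biological coefficient of variation preset at 0.3, so the calls rest on that assumed variation and not on a measured one. With a preset of 0.6 in its place, chosen after seeing the data, 3056 unigenes were called in T4/T25, against 12173.

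**Figure D1:**
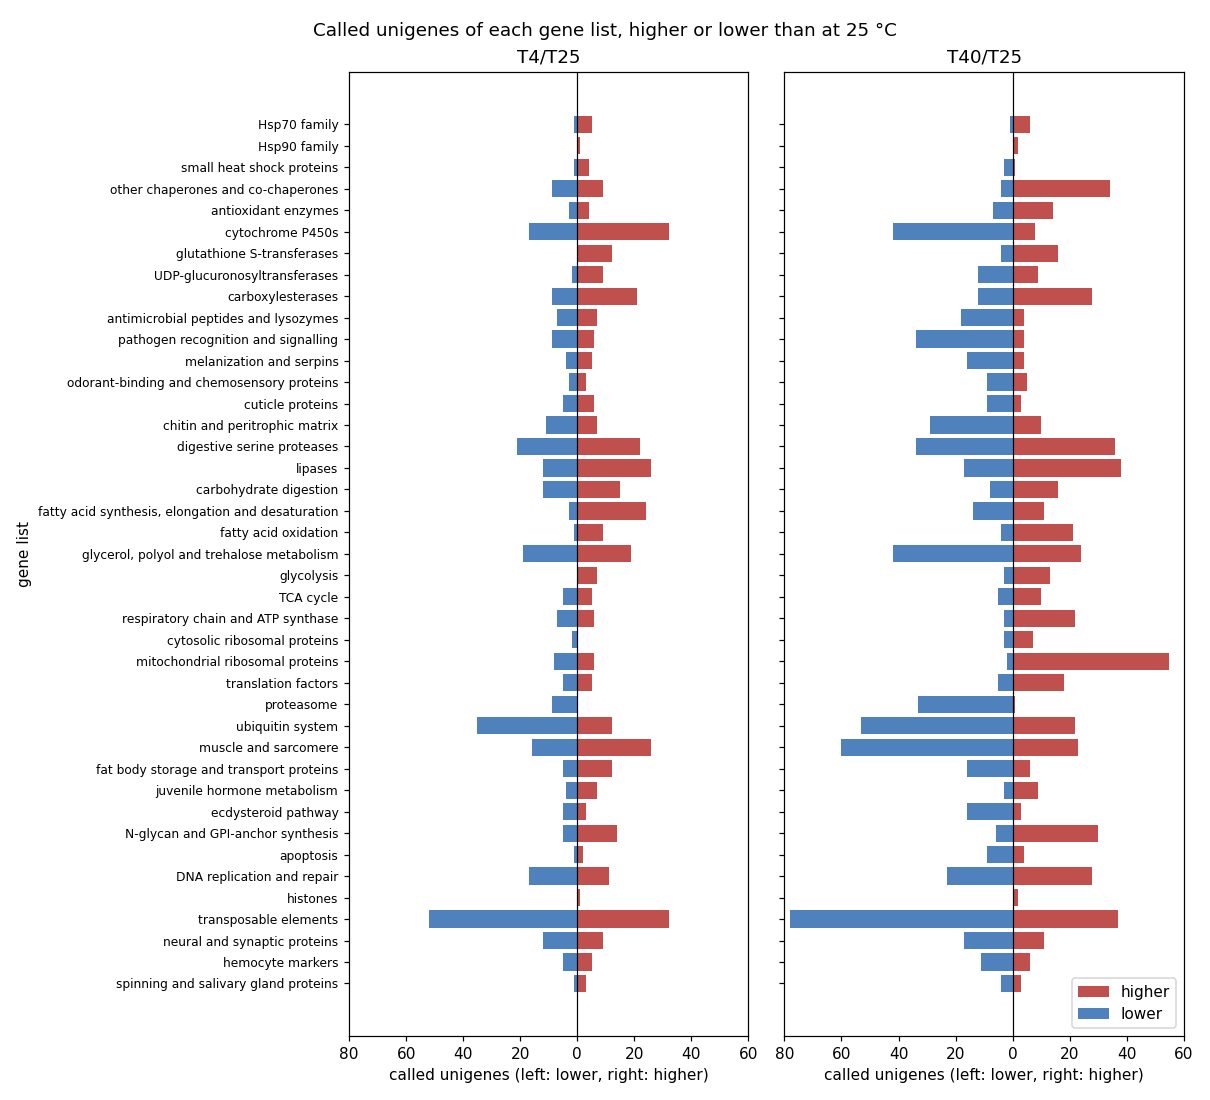
Number of called unigenes of each of the 41 gene lists that were higher (bars to the right) or lower (bars to the left) than at 25 °C, in T4/T25 and in T40/T25, with 1 library per temperature. The mitochondrial ribosomal proteins (55 higher, 2 lower) and the proteasome (1 higher, 33 lower) split in opposite directions in T40/T25.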

For screened unigenes, GO and KEGG analyses were performed to clarify functional classification (Figures 4, 5 and Supplementary Table 7, respectively). The functions of DEGs that were substantially different (FC ≥ 2 or ≤ −2) with incubation of *S. frugiperda* larvae at 4 and 40°C in comparison to 25°C were clarified using GO annotation (Figure 4). At low temperatures, the larvae’s the most important GO terms were “Biological process: cellular process, developmental process, response to stimulus, and biological regulation,” “Cellular component: protein-containing complex, organelle, organelle part, and cell part,” and “Molecular function: binding, molecular function regulator, and transcription regulator activity” (Figure 4A). 

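At 4 °C, 568 of the 2438 called unigenes with GO terms had a term for a metabolic, biosynthetic or catabolic process, and 334 of these were higher and 234 lower. Of unigenes with transcription factor activity, 25 were higher and 55 lower. Among the terms for protein-containing complexes, 131 unigenes were higher and 194 lower. Unigenes for the regulation of a process split into 225 higher and 281 lower, and those for developmental processes into 146 higher and 137 lower. For a response to a stimulus, 99 were higher and 97 lower. Carboxylic ester hydrolases, which include lipases and esterases, were higher in 28 cases and lower in 12. The metabolic group held 23.3% of the called unigenes with GO terms (95% exact interval 21.6 to 25.0), against 20.4% of the 6111 unigenes with at least 1 named GO term in any of the authors' tables (the other GO entries could not be read), and 17.5% when only unigenes called in no other comparison were counted. GO names were sorted into 19 groups by keywords after the data had been seen but before any share was computed.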

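At 40 °C, GO terms for mitochondrial translation were carried by 40 called unigenes, all of them higher. Unigenes for unfolded protein binding and protein folding were higher in 44 cases and lower in 9. For proteasome-mediated protein catabolic processes, 5 were higher and 37 lower. Sarcomere organization, which concerns muscle, had 11 higher and 25 lower. Transcription factor activity had 43 higher and 99 lower. Unigenes for behavior split into 45 higher and 49 lower, those for reproductive processes into 58 higher and 51 lower, and those for cell junctions and synapses into 96 higher and 92 lower. Of protein-containing complexes, 415 were higher and 265 lower, and of organelles 714 were higher and 441 lower. Of all 4634 called unigenes with GO terms in the authors' T40/T25 table, 56.8% were higher.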

The comparison of GO data between the T40 and T25 groups revealed a significant increase in the percentage of unigenes as follows: “Biological Process: behavior, cellular process, reproductive process, developmental process, localization, biological regulation, and cellular component organization or biogenesis,” “Cellular Component: cell junction, protein-containing complex, organelle, organelle part, and cell part” (Figure 4B). The key DEG pathways were discovered using KEGG pathway enrichment research (Figure 4 and Supplementary Table 7). When compared to the T25 treatment group, both treatment groups showed pathway enrichment. As predicted, the T4 group had a lower impact on pathway enrichment than the T40 group (Figure 5A). 

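For the 10 unigenes of the T4/T25 pathways in Supplementary Table 7, the counts gave 4 higher at 4 °C and 6 lower. Among them, replication factor C subunit 2 (c185718_g1_i2), part of the clamp loader of DNA replication, had 28 reads in T4 against 1 in T25. The lutropin-choriogonadotropic hormone receptor-like unigene c136924_g1_i1 had 2 reads in T4 against 21 in T25. For the 96 unigenes of the T40/T25 pathways, 67 were higher at 40 °C and 29 lower. These 96 have 219 pathway assignments in 76 pathways, and the 10 at 4 °C have 25 in 20. The P listed for each unigene at 4 °C equals its adjusted P in the authors' deposited table within 1%. Of the P values listed at 40 °C, 3 of 96 equal the adjusted P of their own unigene and all 96 equal that of a listed unigene.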

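Glucose-6-phosphate isomerase (c181038_g5_i1), which links glucose 6-phosphate to glycolysis, was 5.54-fold higher (95% counting interval 5.32 to 5.79) at 4 °C. Adenylate kinase isoenzyme 1 (c172758_g1_i1), which exchanges phosphate among adenine nucleotides, was 5.21-fold higher (95% counting interval 4.81 to 5.66). D-3-phosphoglycerate dehydrogenase (c176700_g1_i1), the entry to serine synthesis from a glycolytic intermediate, was 8.15-fold lower (95% counting interval 8.01 to 8.28), with 15839 reads in T4 against 99073 in T25. Of the unigenes that Supplementary Table 7 names 4-coumarate-CoA ligase, c181084_g1_i1 was 5.40-fold lower (95% counting interval 4.62 to 6.33), and c185128_g3_i2, annotated as luciferin 4-monooxygenase-like in the authors' tables, was 8.89-fold lower (95% counting interval 7.51 to 10.6). Of the glycolysis list, 7 were higher and 0 were lower, among them phosphoglycerate kinase c179813_g2_i1 at 5.69-fold higher (95% counting interval 5.12 to 6.35). Of the TCA cycle list, 5 were higher and 5 were lower. ATP-citrate synthase (c186208_g3_i2), which makes cytosolic acetyl-CoA and is not an enzyme of the cycle itself, was 26.1-fold higher (95% counting interval 24.9 to 27.3).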

Under cold temperature stress, four coregulated DEGs were significantly enriched in the “Metabolic pathways,” which are dominated by unigenes such as “glucose-6-phosphate isomerase,” “adenylate kinase isoenzyme 1-like isoform X1,” “D-3-phosphoglycerate dehydrogenase,” and “4-coumarate-coa ligase 1-like.” Another pathways enriched under the influence of low temperature were “Carbon metabolism,” “Ubiquinone and other terpenoid-quinone biosynthesis,” “Starch and sucrose metabolism,” “Glycolysis/Gluconeogenesis,” “DNA replication,” and “MAPK signaling pathway” (Figure 5A and Supplementary Table 7).

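The unigene listed for MAPK signaling at 4 °C, c179501_g3_i10, is annotated as the T-box transcription factor TBX3 and was 6.84-fold higher (95% counting interval 3.66 to 14.2). Trypsin CFT-1-like c176435_g4_i1, a digestive protease, was 6.66-fold lower (95% counting interval 4.35 to 10.6). Uracil phosphoribosyltransferase c181716_g9_i2, of pyrimidine salvage, was 5.71-fold lower (95% counting interval 4.01 to 8.31). Of the list of DNA replication and repair unigenes called in T4/T25, 11 were higher and 17 were lower. Of the glycerol, polyol and trehalose metabolism list, which holds cryoprotectant enzymes and sugar transporters, 19 were higher and 19 were lower. In that list, the aldose reductase-like unigene c172877_g1_i1 was 122-fold higher (95% counting interval 47.2 to 447), and the trehalose transporter unigene c173006_g2_i6 was 43.1-fold higher (95% counting interval 32.8 to 57.6). Of other trehalose transporter unigenes, c185110_g6_i1 was 18.5-fold lower (95% counting interval 13.9 to 25.1) and c185840_g1_i2 was 15.9-fold lower (95% counting interval 12.0 to 21.6).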

**FIGURE 4:**
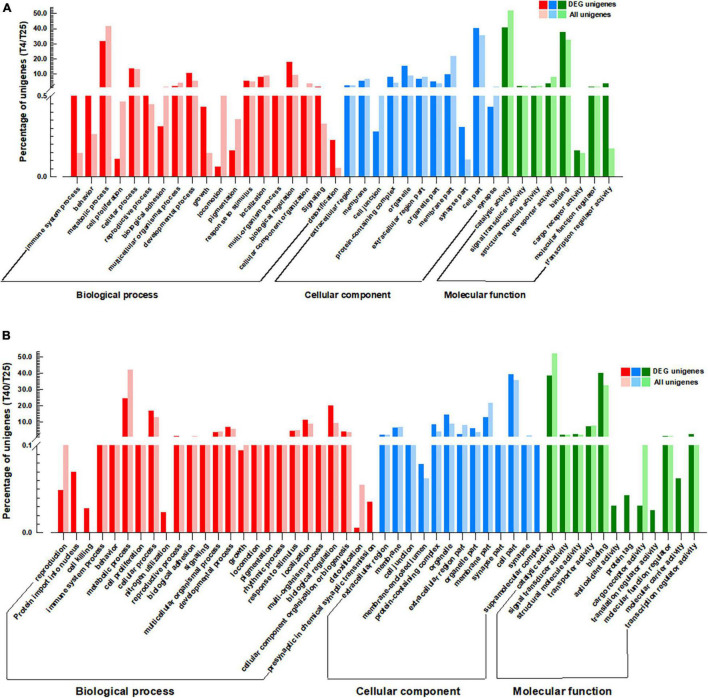
Gene Ontology (GO) analysis. GO annotations of the specific differentially expressed genes (DEGs) (*P*-value < 0.05, log_2_FC ≥ 2, ≤–2) coregulated by cold **(A)** and high **(B)** temperature stresses in comparison with T25 as control group. GO terms are summarized in three main categories of “Biological process,” “Cellular component,” and “Molecular function.” The *Y*-axis shows the percentage of unigenes in each category.

**FIGURE 5:**
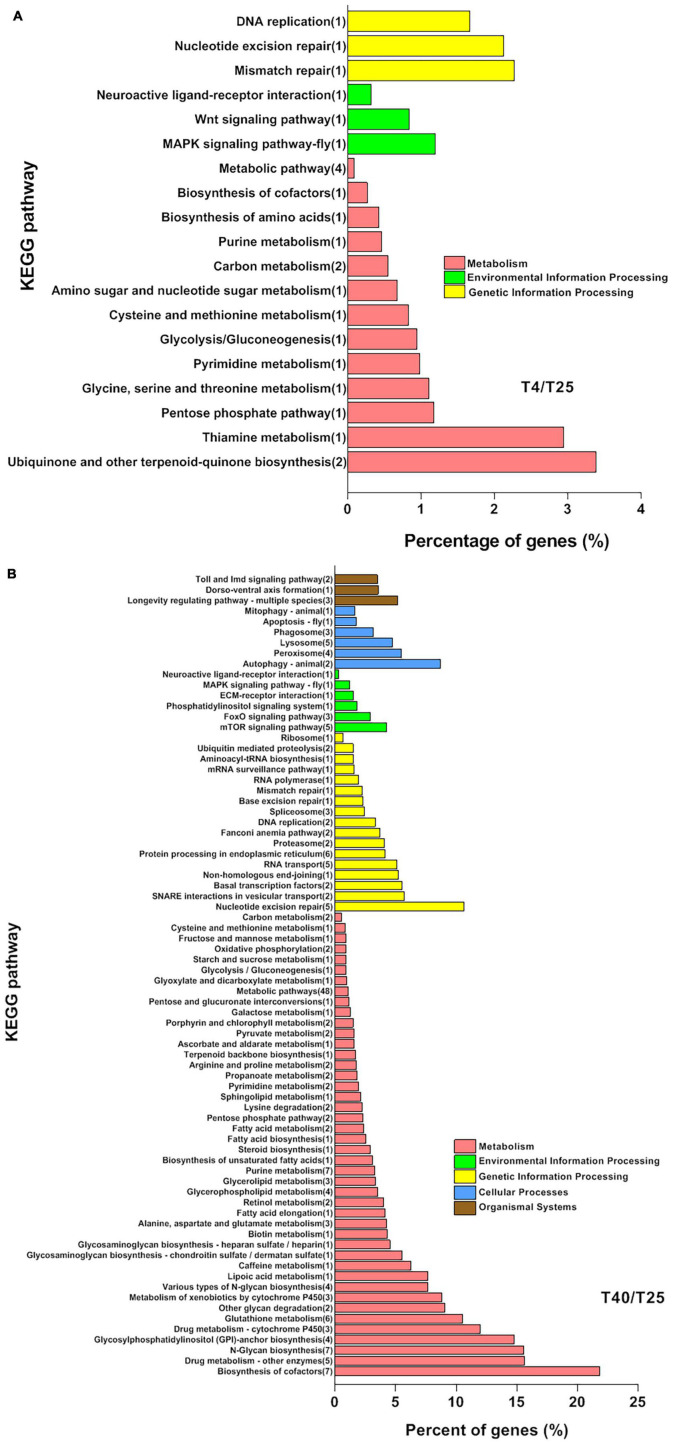
Kyoto Encyclopedia of Genes and Genomes pathways enrichment analysis. Analysis of significant KEGG pathways enrichment in the specific differentially expressed genes (DEGs) (*P*-value < 0.01, log_2_FC ≥ 5, ≤–5) coregulated by cold **(A)** and high **(B)** temperature stresses in comparison with T25 as control group. The *Y*-axis indicates the KEGG pathways, and the *X*-axis indicates the percentage of unigenes in each pathway, indicated on the left side of bars. The numbers in the brackets are DEGs significantly enriched in the relevant pathways.

Based on KEGG analysis data related to larvae incubated at higher temperatures, a greater number of pathways were enriched, as expected (T40). In high temperature conditions, 219 unigenes were found to enrich different pathways. Metabolic pathways were significantly enriched by 48 unique DEGs. 

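In Supplementary Table 7, 49 unigenes are listed under metabolic pathways at 40 °C, and 39 of them were higher than at 25 °C. Oligosaccharyltransferase subunits, which attach N-glycans to new proteins, were higher, with c177570_g6_i1 at 9.54-fold higher (95% counting interval 9.09 to 10.0) and c177932_g1_i1 at 8.22-fold higher (95% counting interval 7.80 to 8.67). 6-Phosphogluconate dehydrogenase (c177515_g8_i1), an NADPH-forming enzyme of the pentose phosphate pathway, was 7.50-fold higher (95% counting interval 7.22 to 7.80). L-lactate dehydrogenase (c181921_g4_i2) was 5.81-fold higher (95% counting interval 5.50 to 6.13). UMP-CMP kinase (c182793_g1_i1) of nucleotide synthesis was 7.47-fold higher (95% counting interval 6.79 to 8.22). Among the lower ones, sphingomyelin phosphodiesterase (c182700_g1_i1) was 8.16-fold lower (95% counting interval 7.53 to 8.85) and diacylglycerol kinase (c120060_g1_i1) was 9.57-fold lower (95% counting interval 8.71 to 10.5). Of the N-glycan and GPI-anchor synthesis list, 30 were higher and 6 were lower in T40/T25 and 14 were higher and 5 were lower in T4/T25, of which an absolute log2 fold of 2 or more left 0 higher and 1 lower.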

Along with “Fatty acid elongation,” “Fatty acid biosynthesis,” “Fatty acid metabolism,” “Starch and sucrose metabolism,” and “Fructose and mannose metabolism,” other enriched pathways connected to the “Metabolism” branch of KEGG research included “Cofactor biosynthesis,” “Purine metabolism,” and “Glutathione metabolism.” 

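At 40 °C the glutathione pathway of Supplementary Table 7 held 6 unigenes, all higher, among them the glutathione S-transferase unigenes c178086_g2_i2 at 7.60-fold higher (95% counting interval 5.37 to 11.1) and c174669_g1_i2 at 5.76-fold higher (95% counting interval 4.27 to 7.91). Aminopeptidase N (c182088_g1_i2), a midgut enzyme of protein digestion, was 5.34-fold higher (95% counting interval 5.23 to 5.45). Enoyl-CoA reductase art-1 (c173799_g1_i1), of fatty acid elongation, was 7.77-fold higher (95% counting interval 7.02 to 8.62). For purine metabolism, adenosine kinase (c184208_g1_i1) was 5.82-fold higher (95% counting interval 5.40 to 6.28) and adenylosuccinate lyase (c178155_g1_i1) 5.64-fold higher (95% counting interval 4.77 to 6.71). For mannose metabolism, mannose-1-phosphate guanyltransferase (c181777_g1_i1) was 5.50-fold higher (95% counting interval 5.10 to 5.93). Of the carbohydrate digestion list, 16 were higher and 8 were lower, with the maltase A1-like unigene c179745_g1_i1 at 234-fold higher (95% counting interval 183 to 304). Of the glutathione S-transferase list, 16 were higher and 4 were lower, and of the antioxidant enzymes 14 were higher and 7 were lower.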

In high temperature treatments, pathways linked to “Cellular Processes” and “Organismal Systems” were found that were not present in low temperature treatments. Furthermore, as compared to the T4 treatment community, the number of pathways linked to Environmental Information Processing and Genetic Information Processing increased (Figure 5B and Supplementary Table 7). 

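Lysosome unigenes of Supplementary Table 7 split into 3 higher and 3 lower at 40 °C, and those of the longevity-regulating pathway into 0 higher and 3 lower. Adenylate cyclase (c188494_g1_i2), which makes the second messenger cAMP, was 7.30-fold lower (95% counting interval 4.95 to 11.1). Another adenylate cyclase, c187476_g4_i1, had 1 read in T40 against 18 in T25. The peptidoglycan recognition unigenes c179237_g2_i1 and c180814_g1_i4 of the Toll and Imd pathway, which detect bacterial cell walls, were 7.04-fold lower (95% counting interval 5.50 to 9.11) and 6.79-fold lower (95% counting interval 6.24 to 7.40). 26S protease regulatory subunit 6A-B (c185091_g2_i1) was 5.23-fold lower (95% counting interval 4.99 to 5.48), and the proteasome subunit c165416_g1_i1 was 6.35-fold lower (95% counting interval 5.51 to 7.33). For the genetic information branch, splicing factor 8 (c188102_g1_i1) was 5.13-fold higher (95% counting interval 4.93 to 5.34), and histidine-tRNA ligase (c186749_g1_i1) was 5.41-fold higher (95% counting interval 4.81 to 6.11).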

To explore the shared DEGs involved in cold and high temperatures stresses condition, we screened the same genes in with new criteria (*P*-value < 0.01 and |FC| ≥ 5). 

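Of the unigenes shared by both comparisons, gloverin (c173756_g5_i1), an antibacterial peptide, was 61.1-fold lower (95% counting interval 51.6 to 72.8) at 4 °C. Vanin-like protein 2 (c187782_g5_i2) was 59.5-fold higher (95% counting interval 46.6 to 77.2) at 40 °C. Trypsin delta-like c169747_g2_i1, a digestive protease, was 35.7-fold higher (95% counting interval 9.61 to 299) at 4 °C and 334-fold higher (95% counting interval 92.3 to 2764) at 40 °C. At P under 0.01 and a fold of 5 on the linear scale in both comparisons, 2133 unigenes of the authors' deposited tables were shared. Of these, 1174 were higher at both temperatures and 883 lower at both. Another 47 were higher at 4 °C and lower at 40 °C, and 29 the reverse. The number shared depends on the setting, with 891 at a pseudocount of 10 and 185 at an absolute log2 fold of 5 or more. The 119 unigenes of Supplementary Table 8 are all among the 2133 (5.58%), and their listed fold changes equal the deposited ones within 1% in both comparisons. Their listed P equals the adjusted P of T40/T25.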

We reasoned that by introducing new criteria, we will be able to identify DEGs that are more successful.

To make the data more understandable, heat map plotting was used (Figure 6). For these plots, the log10 of FC was used. 

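The juvenile hormone epoxide hydrolase unigene c179215_g2_i2, which inactivates juvenile hormone, was 562-fold higher (95% counting interval 321 to 1088) at 40 °C and 7.74-fold higher (95% counting interval 4.27 to 15.4) at 4 °C. Juvenile hormone esterase c181544_g1_i1, also an inactivating enzyme, was 409.9-fold higher (95% counting interval 368 to 458) at 40 °C. Another juvenile hormone esterase-like unigene, c187482_g3_i2, was 27.6-fold lower (95% counting interval 20.5 to 38.1) at 40 °C and 11.9-fold lower (95% counting interval 9.62 to 14.7) at 4 °C. Cytochrome b5-like c147654_g1_i1 was 525-fold higher (95% counting interval 93.9 to 20760.1) at 40 °C, at only 1 read in T25. Peritrophin-like c179826_g3_i2, a protein of the gut lining, was 94.3-fold higher (95% counting interval 61.6 to 153) at 4 °C. Fatty acid-binding protein c148792_g1_i1 was 278-fold higher (95% counting interval 245 to 317) at 40 °C and 5.27-fold higher (95% counting interval 4.60 to 6.05) at 4 °C. Esterase E4-like c215129_g1_i1 was 299.9-fold higher (95% counting interval 179 to 549) at 40 °C. In Supplementary Table 8, 61 unigenes were higher at both temperatures, and 54 of these had the larger fold at 40 °C. Of the juvenile hormone metabolism list, 9 were higher and 3 were lower at 40 °C, and of the carboxylesterase list 28 were higher and 12 were lower.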

A total of 119 unigenes were discovered and plotted in two heat maps (Figures 6A,B and Supplementary Table 8). “juvenile hormone epoxide hydrolase-like,” “cytochrome b5-like,” “cytochrome P450 CYP6B50,” “juvenile hormone esterase-like,” “alpha-(1,3)-fucosyltransferase C-like,” “peritrophin-like protein,” “esterase E4-like,” “fatty acid-binding protein 1-like,” and “epoxide hydrolase 4-like isoform X1” are some DEGs that up-regulated in both group (T4 and T40) but they show significantly high level mRNA expression level in high temperature (Figure 6A and Supplementary Table 8). We found some DEGs showed upregulation in high temperatures condition but downregulated in low temperature. Some of them are including: “nose resistant to fluoxetine protein 6-like,” “venom serine protease-like isoform X1,” “vanin-like protein 2,” “SID1 transmembrane family member 2-like,” “pancreatic triacylglycerol lipase-like,” “3-ketodihydrosphingosine reductase,” “39S ribosomal protein L16, mitochondrial,” “2-acylglycerol O-acyltransferase 1-like,” “eukaryotic translation initiation factor 4E-like,” “putative inorganic phosphate cotransporter,” and “pancreatic lipase-related protein 2-like.” In contrast with previous group some DEGs upregulated in low temperature and downregulated in T40 treatment group including: “elongation of very long chain fatty acids protein 7-like,” “cytochrome P450 CYP4G75,” “glycerol-3-phosphate dehydrogenase,” “homeobox protein unc-4 isoform X1,” “larval cuticle protein 1-like,” “glycerol kinase,” “elongation of very long chain fatty acids protein,” “putative UDP-glucuronosyltransferase ugt-58,” “attacin-like,” “odorant binding protein 25,” and “UDP-glucuronosyltransferase 2B15-like” (Figure 6B and Supplementary Table 8).

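Among the unigenes higher at 40 °C and lower at 4 °C, nose resistant to fluoxetine 6-like c179987_g1_i1 was 256-fold higher (95% counting interval 198 to 337) at 40 °C. At 4 °C it had 7 reads in T4 against 58 in T25. The venom serine protease-like unigene c214749_g1_i1 was 77.2-fold higher (95% counting interval 63.8 to 94.3) at 40 °C, and had 3 reads in T4 against 107 in T25. The mitochondrial ribosomal protein L16 unigene c174187_g1_i1 was 7.65-fold higher (95% counting interval 6.16 to 9.59) at 40 °C and 6.97-fold lower (95% counting interval 4.12 to 12.5) at 4 °C. 2-Acylglycerol O-acyltransferase c181305_g3_i1, of triacylglycerol synthesis, was 7.13-fold higher (95% counting interval 6.54 to 7.79) at 40 °C and 7.47-fold lower (95% counting interval 6.03 to 9.35) at 4 °C. 3-Ketodihydrosphingosine reductase c170666_g1_i1 was 8.79-fold higher (95% counting interval 7.63 to 10.2) at 40 °C and 34.0-fold lower (95% counting interval 17.0 to 79.8) at 4 °C. A pancreatic lipase-related protein 2 unigene, c172390_g1_i2, was 5.33-fold higher (95% counting interval 4.38 to 6.53) at 40 °C, with 21 reads in T4 against 115 in T25.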

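The reverse pattern was present for the very long chain fatty acid elongase unigene c166571_g1_i1, which was 14.6-fold higher (95% counting interval 12.3 to 17.5) at 4 °C and 5.29-fold lower (95% counting interval 3.64 to 7.86) at 40 °C. Homeobox unc-4 c186135_g4_i3 was 5.52-fold higher (95% counting interval 4.69 to 6.53) at 4 °C and 8.86-fold lower (95% counting interval 5.84 to 14.0) at 40 °C. Retinol dehydrogenase 11-like c179887_g6_i5 was 8.27-fold higher (95% counting interval 7.26 to 9.47) at 4 °C and 11.3-fold lower (95% counting interval 7.69 to 17.1) at 40 °C. The elongase unigene c37997_g1_i1, another enzyme of that family, was 56.9-fold higher (95% counting interval 40.4 to 82.8) at 4 °C and had 2 reads in T40 against 33 in T25. UDP-glucuronosyltransferase ugt-58 c177235_g2_i1 was 10.7-fold higher (95% counting interval 9.60 to 12.0) at 4 °C and 28.4-fold lower (95% counting interval 17.2 to 50.2) at 40 °C. Attacin-like c180836_g3_i3, an antibacterial peptide, was 6.41-fold higher (95% counting interval 5.74 to 7.17) at 4 °C and 41.5-fold lower (95% counting interval 23.5 to 81.1) at 40 °C.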

**FIGURE 6:**
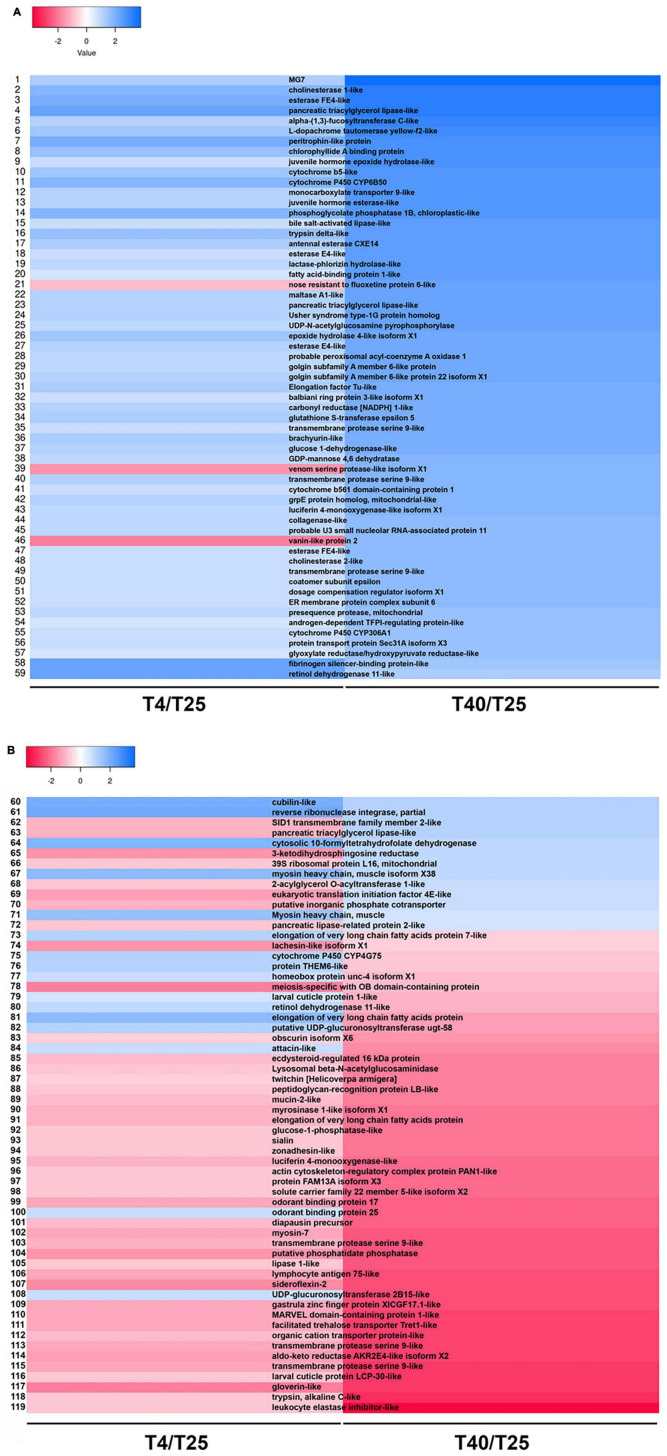
Distribution of same differentially expressed genes (DEGs) between treatment groups. **(A,B)** Heatmap shows expression patterns for same DEGs (*P*-value < 0.01, log_2_FC ≥ 5, ≤–5) involved in low (4°C) and high (40°C) temperature treatment groups in comparison with T25 as group of control.

### Validation of Gene Expression Profiles by Quantitative Reverse Transcription PCR

To confirm the accuracy and reproducibility of the Illumina RNA-Seq, RT-qPCR and gel electrophoresis of 10 common DEGs from T40 in comparison to T4 group described in the RNA sequence data were performed (Figure 7 and Supplementary Table 1). Five upregulated DEGs were included “venom serine protease 34-like isoform X1” (VSP; c214749_g1_i1), “3-ketodihydrosphingosine reductase” (KDR; c170666_g1_i1), “SID1 transmembrane family member 2-like” (SID; c180292_g9_i4), “phospholipase A1-like” (PHA; c170786_g1_i1), and “juvenile hormone epoxide hydrolase-like” (JHE; c179215_g2_i2). Five other DEGs showing down-regulation in T40 in relation to T4 have been validated by RT-qPCR including; “venom allergen 5.01-like” (VAL; c166591_g1_i1), “proclotting enzyme-like” (PCE; c182964_g5_i1), “heat shock protein 68-like” (HSP; c180345_g2_i1), “fatty acyl-CoA reductase wat-like” (FAR; c179097_g1_i1), and “filamin-A” (FIL; c185519_g3_i1). It can be seen that changes in expression for the RT-qPCR are in the same direction. 

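In the RNA-seq counts, the venom serine protease unigene (VSP) had 11394 reads in T40 against 3 in T4, under contig c214749_g1_i1. The 3-ketodihydrosphingosine reductase unigene c170666_g1_i1 (KDR) was 299-fold higher (95% counting interval 152 to 694) at 40 °C than at 4 °C. SID1 transmembrane family member 2 c180292_g9_i4 (SID) was 142-fold higher (95% counting interval 55.2 to 523). The unigene c170786_g1_i1 (PHA), phospholipase A1-like in the paper and pancreatic triacylglycerol lipase-like in the authors' tables, was 128-fold higher (95% counting interval 86.5 to 198), and juvenile hormone epoxide hydrolase c179215_g2_i2 (JHE) was 72.5-fold higher (95% counting interval 60.6 to 87.5). Venom allergen 5-like c166591_g1_i1 (VAL) had 1 read in T40 against 2341 in T4. Proclotting enzyme c182964_g5_i1 (PCE), a clip-domain protease of the immune cascades, had 2 reads in T40 against 2099 in T4. Heat shock protein 68 c180345_g2_i1 (HSP) had 2 reads in T40 against 1005 in T4. Fatty acyl-CoA reductase c179097_g1_i1 (FAR) had 3 reads in T40 against 853 in T4. Filamin-A c185519_g3_i1 (FIL), an actin-binding protein, was 96.5-fold lower (95% counting interval 81.3 to 115). Each of these ratios compares 1 library of pooled larvae with 1 other. From the shared direction of RT-qPCR and RNA-seq, the paper concludes that the transcriptome analysis was reliable.

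**Figure D2:**
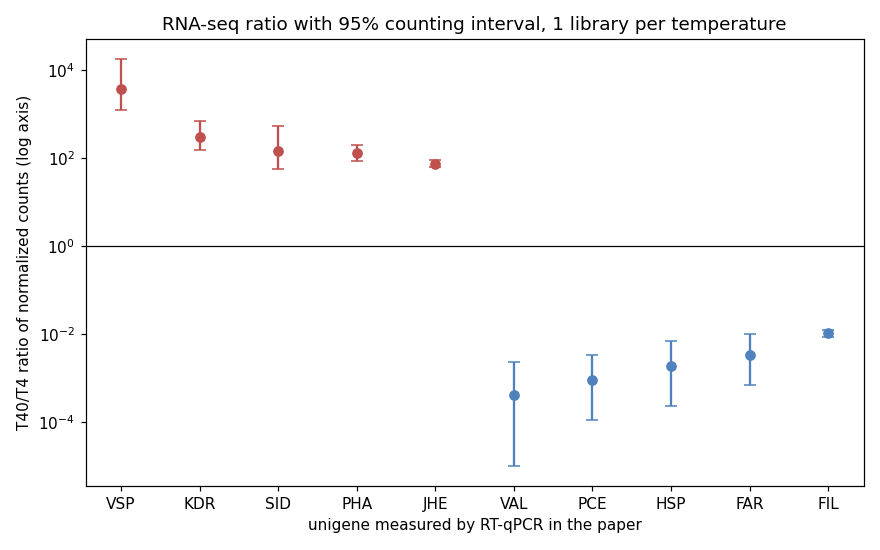
T40/T4 ratio of normalized counts (log axis) for the 10 unigenes the paper also measured by RT-qPCR, with 95% counting intervals. The 5 unigenes higher in T40 sit above a ratio of 1 and the 5 lower in T40 sit below it.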

The Illumina sequencing results were compatible with RT-qPCR data, which check that the transcriptome analysis was reliable and accurate. Through this analysis the findings from RNA-Seq will ensure that DEGs will be identified under stressful conditions and that further investigations of these or other DEGs from the transcriptome data are feasible and sustainable.

**FIGURE 7:**
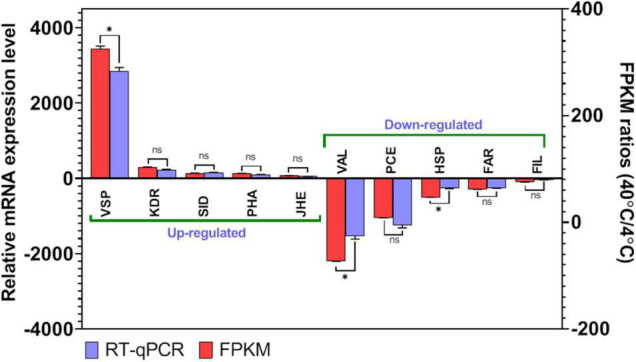
Differentially expressed genes (DEGs) validation by RT-qPCR in comparison to corresponding folding change (FC) data detected in RNA-Seq. Relative genes expression (T40/T4) is shown as the ratio of them per *EF1*α. Each treatment includes three technical replicates. Asterisks above standard deviation bars indicate significant difference between groups at Type I error = 0.05 (LSD test). The letter “ns” stands for a non-significant difference between groups.

## Discussion

A comprehensive analysis of gene expression control under temperature stress is an essential step toward understanding the biochemical and physiological adaptation mechanism in invasive insect pests to cope with harsh conditions (Liu et al., 2017; Zhou et al., 2019). In this study, a detailed transcriptome analysis and characterization of the gene expression profiles of the FAW were evaluated under cold and high temperature stress, and transcriptome changes in larval stages were revealed through DEG analysis. Three transcriptomes were obtained from the larval stages of FAW exposed to various temperatures (4, 25, and 40°C) using RNA-seq techniques. In public databases (UniProt and NT), 14,338 (6.76%) and 33,699 (15.9%) unigenes were successfully annotated as minimum and maximum, respectively (Table 1). The findings are consistent with other transcriptome projects that have used Illumina technology (Zhu et al., 2012; Wu et al., 2015; Cui et al., 2017). The unigene sequences of 74.25% of the unigenes were most similar to gene sequences from *S. litura*, and there was a total of 96.2% similarity with the lepidopteran genus. This can be linked to the appropriate knowledge on lepidopteran transcriptomes and genomes. 

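Of the unigenes called against both other libraries in the same direction, 10794 separated T40, with 4899 above and 5895 below both. For T25 the number was 5741 (2872 above and 2869 below) and for T4 it was 4284 (2615 above and 1669 below). Examples called against both other libraries in T40 are the aldo-keto reductase c147275_g2_i2, which was 6103-fold lower (95% counting interval 2383 to 22402) than in T4, and heat shock cognate 70 (c174698_g1_i1), which was 2.56-fold higher (95% counting interval 2.53 to 2.59). The fold of heat shock cognate 70 against T25, given with the chaperones below, was far larger, so T4 also lay above T25 for it. Of the 6286 unigenes shared by T4/T25 and T40/T25, 5741 (91.3%) differed from T25 in the same direction and 545 in opposite ones. Both comparisons use the T25 library, so chance values of that library move both. Unchanged libraries, simulated over 30327 unigenes and not the 66024 tested, gave 248.6 same-direction unigenes at a variation of 0.3 and 2736.6 at 0.6. Because fewer unigenes were simulated than tested, these numbers cannot be set directly against the 5741 counted. The same-direction shares of the simulated libraries, 99.9% and 95.6%, are high by construction with a shared library and decide nothing. The variation between pools of larvae was not measured, so chance values of T25 are not excluded.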

T40 had the most DEGs, with a wider distribution than T4 (Figures 2, 3), which is consistent with impact proteomics evidence from *Locusta migratoria* under high and low temperature stress (Ran et al., 2020).

Gene Ontology enrichment analysis enabled us to effectively identify critical biological processes associated with conditions of temperature stress (Li et al., 2020). According to GO analysis (Figure 4), the DEGs of FAW were significantly concentrated in the “metabolic mechanism,” “biological control,” “cell element,” “catalytic activity,” and “binding” under temperature stress. This indicates that when subjected to high- and low-temperature stress, the DEGs of the FAW often accumulate in pathways linked to energy metabolism, and it may suggest that the FAW primarily deals with temperature stress through energy metabolism and metabolic products. When insects are subjected to heat stress, the synthesis of the majority of proteins decreases (Li et al., 2020). 

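At 40 °C, GO terms for metabolic, biosynthetic or catabolic processes were carried by 557 called unigenes that were higher and 401 that were lower. The higher share, 58.1%, was close to the 56.8% of all called unigenes with GO terms. Of the fatty acid oxidation list, which was drawn from annotation text and not from GO, 21 were higher and 4 were lower, and the peroxisomal acyl-CoA oxidase unigene c142545_g1_i1 was 143-fold higher (95% counting interval 117 to 178). Of the respiratory chain and ATP synthase list, 22 were higher and 3 were lower in T40/T25 and 6 were higher and 7 were lower in T4/T25. Of the TCA cycle list at 40 °C, 10 were higher and 5 were lower, with 2-oxoglutarate dehydrogenase c185557_g1_i1 at 4.41-fold higher (95% counting interval 3.94 to 4.94) and succinate dehydrogenase cytochrome b560 c189355_g9_i1 at 25.2-fold lower (95% counting interval 15.9 to 42.4). At 4 °C, of the fatty acid oxidation list, 9 were higher and 1 was lower.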

Our DEG study has shown that many metabolic process genes have been suppressed at low and high temperatures (Figures 4A,B). The situation was similar in *Glyphodes pyloalis* (Liu et al., 2017) and *M. alternatus* (Li et al., 2020) exposed to 25 and 40°C. As a result, certain genes involved in the removal of defective proteins will be activated in order to preserve cellular structures and functions. Ubiquitin-mediated proteolysis (UMP) played an important role in cytoprotection by degrading damaged proteins (Plafker, 2010). After heat exposure, two ubiquitin-related unigenes of FAW (ubiquitin-conjugating enzyme E2 and von Hippel-Lindau disease tumor suppressor) were upregulated. 

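The ubiquitin-conjugating enzyme E2 unigene c188297_g1_i1, which passes ubiquitin to target proteins, was 6.40-fold lower (95% counting interval 6.10 to 6.71) at 40 °C, with 2068 reads in T40 against 9590 in T25. The von Hippel-Lindau unigene c163389_g1_i2, an adaptor of a ubiquitin ligase, was 9.48-fold lower (95% counting interval 4.49 to 23.1), with 8 reads in T40 against 55 in T25. Of the ubiquitin system list in T40/T25, 22 were higher and 53 were lower. Of the proteasome list, whose subunits degrade ubiquitin-tagged proteins, 1 was higher and 33 were lower, with proteasome alpha-1 c182078_g1_i1 at 40.0-fold lower (95% counting interval 36.5 to 43.9) and 26S subunit 10B c184079_g3_i1 at 4.28-fold lower (95% counting interval 4.12 to 4.46). The F-box/LRR-repeat protein 20 unigene c165161_g2_i1 was 77.4-fold lower (95% counting interval 55.7 to 111), while ubiquitin ligase SINAT1 c182856_g3_i1 was 11.9-fold higher (95% counting interval 10.3 to 13.8). At 4 °C the ubiquitin system list had 12 higher and 35 lower, and the proteasome list 0 higher and 9 lower. In T40/T4, where 45.4% of all called unigenes were higher, the ubiquitin system list went the other way, with 27 higher and 14 lower. The proteasome list had 2 higher and 9 lower there.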

The findings suggested that the UMP could play a role in the removal of damaged proteins during insect heat stress.

Kyoto Encyclopedia of Genes and Genomes analysis revealed that most of the cold-regulated DEGs (24 DEGs) were enriched in the “Metabolism” pathways’ including “Metabolic pathway,” “Carbon metabolism,” “Ubiquinone and other terpenoid-quinone biosynthesis,” “Purine metabolism,” “Biosynthesis of cofactors,” “Amino sugar and nucleotide sugar metabolism,” and “Biosynthesis of amino acids.” There are some similar results in the investigation on transcriptome responses to cold stress in the chrysomelidae, *G. daurica* (Zhou et al., 2019) and the ladybird, *C. montrouzieri* (Zhang et al., 2015a; Zhou et al., 2019) and also desert beetle *M. punctipennis* (Tusong et al., 2016). The concentration of KEGG under high temperature stress indicates the enrichment of various energy metabolism pathways in FAW under these conditions. 

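At 40 °C, of the fatty acid synthesis, elongation and desaturation list, 11 were higher and 14 were lower. At 4 °C, 24 were higher and 3 were lower. The fat body list split into 12 higher and 5 lower at 4 °C and 6 higher and 16 lower at 40 °C. The Delta(7)-sterol desaturase erg32-like unigene c170518_g1_i1, named for sterols and not for fatty acids, was 14.3-fold higher (95% counting interval 13.9 to 14.8) at 40 °C. Fatty acyl-CoA reductase 1 (c179129_g1_i1) was 27.9-fold higher (95% counting interval 7.47 to 235) there. The very long chain fatty acid elongase unigene c180757_g2_i1 was 93.1-fold lower (95% counting interval 50.3 to 195). The acetyl-CoA carboxylase unigene of Supplementary Table 7, c169290_g2_i2, the enzyme that makes malonyl-CoA for new fatty acids, was 5.69-fold lower (95% counting interval 3.84 to 8.66). At 4 °C, fatty acyl-CoA reductase CG5065 (c173854_g1_i1) was 69.3-fold higher (95% counting interval 47.2 to 106). Of the lipase list at 40 °C, 38 were higher and 17 were lower.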

The expression of fatty acid metabolism and unsaturated fatty acid synthesis pathways in its body is up-regulated in response to high temperatures, and a significant amount of fatty acid is stored to prevent water loss. 

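D-3-phosphoglycerate dehydrogenase (c176700_g1_i1), which starts serine synthesis, was 3.04-fold lower (95% counting interval 3.01 to 3.08) at 40 °C. An aspartate aminotransferase unigene, c183536_g1_i1, was 2.54-fold higher (95% counting interval 2.42 to 2.67). The tyrosine aminotransferase-like unigene c180183_g1_i2 was 2209.7-fold lower (95% counting interval 396 to 87333), and the glyoxylate reductase-like unigene c130189_g1_i3 was 32.6-fold higher (95% counting interval 24.3 to 44.9). At 4 °C the same aspartate aminotransferase unigene was 209-fold lower (95% counting interval 122 to 393).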

A large number of amino acids are generated as a result of up-regulation of amino acid synthesis and metabolism, which provides raw materials for the synthesis of heat-resistant proteins (Ran et al., 2020). Under high temperature stress, FAW may start the degradation of macromolecular carbohydrates and produce small molecules of sugar, as well as accumulate and consume a variety of amino acids, as evidenced by the enrichment of a large number of energy metabolism pathways. These metabolic pathways can enhance the anti-reversibility of FAW for the resistance to high-temperature stress. 

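Hexokinase, which traps glucose for glycolysis, was higher in the T40 library, with c180960_g5_i1 at 11.0-fold higher (95% counting interval 8.56 to 14.3) and c185356_g1_i1 at 7.54-fold higher (95% counting interval 7.15 to 7.95). Of the glycolysis list, 13 were higher and 3 were lower in T40/T25, including phosphoglycerate kinase c179813_g2_i1 at 6.63-fold higher (95% counting interval 5.96 to 7.38). Glucose-6-phosphate isomerase c181038_g5_i1 was not called in that comparison, at 2.23-fold higher (95% counting interval 2.13 to 2.34). The lactase-phlorizin hydrolase-like unigene c178547_g3_i1, of the carbohydrate digestion enzymes, was 294-fold higher (95% counting interval 135 to 803). Myrosinase-like c178828_g5_i3 was 55.2-fold lower (95% counting interval 42.7 to 72.5). Of the glycerol, polyol and trehalose list, 24 were higher and 42 were lower, with the trehalose transporter c186563_g1_i1 at 77.5-fold higher (95% counting interval 40.7 to 170.0) and c185110_g6_i1 at 499-fold lower (95% counting interval 138 to 4131).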

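The chaperones of the endoplasmic reticulum named here were higher in the T40 library than at 25 °C. Endoplasmin, the Hsp90 of that compartment, was 21.9-fold higher (95% counting interval 20.8 to 23.1) (c168634_g1_i1). Hypoxia up-regulated protein 1, a relative of Hsp70 there, was 22.6-fold higher (95% counting interval 21.1 to 24.3) (c50639_g1_i1). UDP-glucose:glycoprotein glucosyltransferase (c188689_g3_i1), a sensor of misfolded glycoproteins, was 6.71-fold higher (95% counting interval 6.31 to 7.14). Sel-1 homolog 1-like (c188568_g1_i2), of endoplasmic reticulum-associated degradation, was 7.20-fold higher (95% counting interval 6.28 to 8.28), and malectin (c172775_g1_i1) was 18.6-fold higher (95% counting interval 15.3 to 22.8). Mitochondrial GrpE (c174289_g1_i1), a co-chaperone of Hsp70, was higher with 1505 reads in T40 against 15 in T25. Of the list of other chaperones and co-chaperones, 34 were higher and 4 were lower at 40 °C and 9 were higher and 9 were lower at 4 °C. Of the Hsp70 list, 6 were higher and 1 was lower at 40 °C, with heat shock cognate 70 c174698_g1_i1 at 62.0-fold higher (95% counting interval 58.4 to 65.9), and at 4 °C, 5 were higher and 1 was lower. The T40/T4 fold of c174698_g1_i1 was far smaller, so this unigene was also higher at 4 °C than at 25 °C. Of small heat shock proteins, 1 was higher and 3 were lower at 40 °C, with c173498_g2_i1 at 69.2-fold lower (95% counting interval 45.5 to 111), and 4 were higher and 1 was lower at 4 °C. Of the Hsp90 list, 2 were higher and 0 were lower at 40 °C.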

The enrichment of “Protein processing in the endoplasmic reticulum” pathways in KEGG after heat exposure in *S. frugiperda* supported the hypothesis that the temperature accelerated protein unfolding and initiated molecular chaperones (Day et al., 2002). Transcriptome sequencing in *Bombyx mori* revealed that “longevity regulating pathway-multiple species” pathway was involved in diapause preparation (Chen et al., 2017), whereas this pathway contributed to heat tolerance in our research analysis that it is consistent with same study on a coleopteran insect, *M. alternatus* (Li et al., 2020). 

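The unigene that Supplementary Table 7 names as the MAP kinase kinase dsor1, c182567_g6_i1, was 7.04-fold higher (95% counting interval 4.26 to 12.4) at 40 °C, and it is annotated only as a hypothetical protein in the authors' tables. The unigene named there as insulin receptor substrate 2-B, c182786_g1_i2, of growth signalling, was 7.75-fold lower (95% counting interval 6.33 to 9.58) at 40 °C. The ribosomal protein S6 kinase alpha-5 unigene c189064_g1_i1 was 4.89-fold lower (95% counting interval 4.55 to 5.27). A translation initiation factor 2-alpha kinase unigene, c188359_g5_i2, which lowers translation under stress, was 27.2-fold higher (95% counting interval 7.27 to 229). The 4E-binding protein unigene c166818_g2_i1, which holds back translation initiation, was 3.01-fold lower (95% counting interval 2.80 to 3.23).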

The enrichment of the “MAPK signaling pathway” in both stress conditions indicated that environmental stress could cause an FAW signal switch.

Differentially expresses gene enrichment revealed that unigenes involved in cellular processes, immune response, and signal transduction may be important components of the FAW heat-response mechanism (Figure 5B). Many immune response unigenes, such as apoptosis and lysozymes, were specifically induced in the high temperature treatment group, which were not observed in the low temperature treatment group. Furthermore, the balance between cell proliferation and apoptosis was critical for insect survival, and heat stress may trigger an increase in the incidence of apoptosis in organisms (Takayama et al., 2003; Cui et al., 2017). 

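At 40 °C, immune unigenes were mostly lower than at 25 °C. Of the antimicrobial peptides and lysozymes called in the authors' table, 4 were higher and 18 were lower, and the median log2 difference was -2.94. Gloverin c173756_g5_i1 was 818-fold lower (95% counting interval 457 to 1639) and the lysozyme-like unigene c177869_g15_i1 was 17.0-fold lower (95% counting interval 12.3 to 24.1). Cecropin c178517_g5_i2 was 145-fold lower (95% counting interval 73.3 to 337), while the defensin unigene c160379_g1_i1 was 179.6-fold higher (95% counting interval 115 to 299). Of the pathogen recognition and signalling list, 4 were higher and 34 were lower, with the toll-like unigene c189027_g2_i1 at 129.7-fold lower (95% counting interval 83.8 to 213). Of the melanization and serpin list, 4 were higher and 16 were lower, with prophenoloxidase subunit 1 c185950_g2_i1 at 10.2-fold lower (95% counting interval 9.04 to 11.4). Of the apoptosis list, 4 were higher and 9 were lower, with the caspase-1 unigene c185862_g1_i1 at 2.71-fold lower (95% counting interval 2.23 to 3.32) and the p53-regulated inhibitor of apoptosis c150287_g1_i1 at 8.98-fold higher (95% counting interval 6.11 to 13.7). Among markers of tissues that make immune proteins, the fat body list split into 6 higher and 16 lower at 40 °C and the hemocyte list into 6 higher and 11 lower. At 4 °C, of the antimicrobial list, 7 were higher and 7 were lower, with lebocin-4-like c174024_g7_i1 at 59.6-fold higher (95% counting interval 50.6 to 70.7). Gloverin c173756_g5_i1 was lower at 4 °C as well, with 139 reads in T4 against 6520 in T25. At 4 °C, the melanization list had 5 higher and 4 lower, the recognition list had 6 higher and 9 lower, and the apoptosis list had 2 higher and 1 lower.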

In practice, the insect immune system was the primary regulator of apoptosis. The enrichment of “lysozymes” was thought to play a role in the body’s protection against infection, while heat stress was thought to increase disease and shorten lifespan; thus, the induction of these genes confirmed that heat stress could elicit an immune response directly.

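OBP17 and OBP25, proteins that carry odorants to receptors, were lower in the T40 library. OBP25 (c168383_g1_i1) was 208-fold lower (95% counting interval 80.9 to 767) at 40 °C than at 25 °C. OBP17 (c185017_g2_i1) was 172-fold lower (95% counting interval 136 to 222). The chemosensory protein CSP unigene c85656_g1_i1 was 43.6-fold lower (95% counting interval 36.5 to 52.5). Of the odorant-binding and chemosensory list, 5 were higher and 9 were lower at 40 °C, with sensory neuron membrane protein 3 (c184199_g5_i2) at 12.8-fold higher (95% counting interval 10.9 to 15.0). At 4 °C, OBP25 was 6.03-fold higher (95% counting interval 5.54 to 6.57) and OBP17 was 18.9-fold lower (95% counting interval 17.4 to 20.5), and of the list 3 were higher and 3 were lower.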

We also discovered two DEGs linked to odorant binding proteins (OBPs) in this study (Figure 6B and Supplementary Table 8), both of which (*OBP17* and *OBP2*5) were down-regulated at high temperatures. At low temperatures, *OPB25* was up-regulated. These findings suggest that at such high temperatures, chemosensory system of *S. frugiperda* is unable to react appropriately to chemical cues in the environment. Four *OBP*s were found to be upregulated and five were found to be downregulated in the third antennal segments of high-temperature-acclimated *Drosophila*. Temperature extremes and stress conditions such as starvation have both been linked to changes in certain *OBP*s (Jafari and Alenius, 2015).

A wide range of oxidative substances, including pesticides, plant secondary metabolites, and some oxidative substances catalyzed by cytochrome P450s (Daborn et al., 2007; Niu et al., 2011) and as a main enzyme, it could enrich “Antioxidant activity” pathway, and resist oxidative stress damage to the organism in low temperature (Zhou et al., 2019). We discovered that *cytochrome P450 CYP6B50* and *cytochrome P450 CYP306A1* up-regulated at low and high temperatures, respectively. 

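CYP6B50 (c189635_g1_i1), a P450 of the detoxification enzymes, was 91.4-fold higher (95% counting interval 59.6 to 148) at 4 °C and 473-fold higher (95% counting interval 309 to 765) at 40 °C. CYP306A1 (c183552_g1_i3), a Halloween enzyme of ecdysteroid synthesis, was 7.62-fold higher (95% counting interval 5.45 to 10.9) at 4 °C and 40.7-fold higher (95% counting interval 29.6 to 57.7) at 40 °C. Of the P450 list, 32 were higher and 17 were lower at 4 °C and 8 were higher and 42 were lower at 40 °C. CYP4C1-like c176445_g5_i1 was 1170.4-fold lower (95% counting interval 457 to 4298) at 40 °C, and CYP6B42 c181951_g7_i1 was 706-fold lower (95% counting interval 195 to 5839). P450 6B2-like c176116_g1_i1 was 45.9-fold higher (95% counting interval 42.9 to 49.3) at 40 °C. Of UDP-glucuronosyltransferases, 9 were higher and 2 were lower at 4 °C and 9 were higher and 12 were lower at 40 °C. In the same libraries, of the fat body storage and transport list, 12 were higher and 5 were lower at 4 °C and 6 were higher and 16 were lower at 40 °C. At 4 °C, of carboxylesterases, 21 were higher and 9 were lower.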

Interestingly, another enzyme, *cytochrome P450 CYP4G75*, is up-regulated only at low temperatures and down-regulated only at high temperatures. 

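CYP4G75 (c182447_g6_i1), of the family that makes cuticular hydrocarbons, was 13.5-fold higher (95% counting interval 12.9 to 14.2) at 4 °C. At 40 °C it was 6.01-fold lower (95% counting interval 5.42 to 6.67). P450 6AE44 c182193_g6_i1 had the same pattern, at 70.8-fold higher (95% counting interval 55.5 to 91.9) at 4 °C and 5.27-fold lower (95% counting interval 3.06 to 9.60) at 40 °C. Against T4, CYP4G75 was 81.4-fold lower (95% counting interval 74.2 to 89.5) in T40.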

Some cytochrome P450 genes were upregulated under both low and high temperatures in three rice plant hopper species in a comparative study of transcriptional responses to low and high temperatures, indicating that cold and heat stress increase oxidative stress in the insect body (Huang et al., 2017).

We found one cuticular protein gene (larval cuticle protein 1-like) that was upregulated from 119 DEGs after cold stress in this study (Figure 6B and Supplementary Table 8). 

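Larval cuticle protein 1-like c162995_g1_i3, a structural protein of the larval cuticle, was 5.21-fold higher (95% counting interval 5.11 to 5.31) at 4 °C and 11.1-fold lower (95% counting interval 10.6 to 11.8) at 40 °C. Other cuticle unigenes higher at 4 °C were cuticle protein 10.9-like c119055_g1_i1, which had 352 reads in T4 against 12 in T25, and the endocuticle glycoprotein c148463_g1_i1, which was 10.3-fold higher (95% counting interval 7.42 to 14.8). Larval cuticle protein LCP-14-like c170679_g1_i1 was 1006-fold lower (95% counting interval 687 to 1541) at 40 °C. Of the cuticle protein list, 6 were higher and 5 were lower at 4 °C and 3 were higher and 9 were lower at 40 °C. Of the chitin and peritrophic matrix list, 10 were higher and 29 were lower at 40 °C, with chitinase 10 c189255_g1_i1 at 431-fold lower (95% counting interval 323 to 589).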

Many other species have been shown to have cold-responsive cuticular protein genes such as flies (Qin et al., 2005), wasps (Colinet et al., 2007), beetles (Carrasco et al., 2011; Zhou et al., 2019), locusts (Wang et al., 2016), stick insects (Dunning et al., 2013), rice plant hoppers (Huang et al., 2017), and seabuckthorn carpenter moth (Cui et al., 2017), suggesting that the change in insect cuticle may play an important role in adaptation to low temperature.

## Conclusion

We used RNA-Seq technology focused on high-throughput sequencing to compare the transcriptomes of *S. frugiperda* under high- and low-temperature stresses. This research was the first to identify a large number of genes that were significantly up-regulated at high and low temperatures (Supplementary Tables 7, 8). Many genes were discovered through comparative transcriptome analysis, and a significant number of improvements in metabolic pathways were discovered through GO and KEGG enrichment analysis. Our findings will help future molecular research and genomic studies. These newly found genes may be important and necessary to FAW harsh environment tolerance and its behavior for adaptation in new environment as well as quarantine area.

## Data Availability Statement

NGS datasets were analyzed in this study has been deposited in the Gene Expression Omnibus (GEO) database (https://www.ncbi.nlm.nih.gov/geo/, accession number GSE175545) and the Sequence Read Archive (SRA) (https://www.ncbi.nlm.nih.gov/sra, accession number SRP321312).

## Author Contributions

YP conceived the idea and designed the experiments. MV and YP performed the experiments, analyzed the data, co-wrote the manuscript, discussed the results, and commented on the manuscript. Both authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## Footnotes

1
http://www.usadellab.org/cms/?page=trimmomatic

2
http://www.bioinformatics.babraham.ac.uk/projects/fastqc/

3
http://weizhongli-lab.org/cd-hit

4
https://github.com/TransDecoder/TransDecoder/wiki

5
http://deweylab.github.io/RSEM/

6
http://www.genome.jp/kegg/ko.html

7
https://www.ncbi.nlm.nih.gov/nucleotide/

8
https://pfam.xfam.org/

9
http://www.geneontology.org/

10
https://www.ncbi.nlm.nih.gov/protein/

11
http://www.uniprot.org/

12
http://eggnogdb.embl.de/

13
https://github.com/bbuchfink/diamond

14
https://huygens.science.uva.nl/VolcaNoseR

15
http://www.heatmapper.ca/expression/

16
www.idtdna.com

# Supplementary material for: Differential Transcriptome Analysis Reveals Genes Related to Low- and High-Temperature Stress in the Fall Armyworm, Spodoptera frugiperda
**Source:** Front Physiol. 2022 Jan 31;12:827077. doi: 10.3389/fphys.2021.827077
**Supplement:** Supplementary file 1

**Frontiers in Physiology**

**Differential transcriptome analysis reveals genes related to low- and high-temperature stress in the fall armyworm, *Spodoptera frugiperda***

**Mohammad Vatanparast and Youngjin Park^*^**

Plant Quarantine Technology center, Animal and Plant Quarantine Agency, Gimcheon, Republic of Korea

Running Title: Genes Related to Temperature Stress

**Supporting Information**

**Supplementary Table S1.** **Primer sequences used in this study.**

Supplementary Table S1.

| Contig | Gene | Primer | Use | Orientation | Sequence (5ʹ - 3ʹ) | Annealing  temperature (°C) | Amplicon  (bp) |
| --- | --- | --- | --- | --- | --- | --- | --- |
| c214749_g1_i1 | venom serine protease 34-like isoform X1 | VSP_FAW_F | qPCR | Forward  Reverse | CCGTGATACATCCGTCGTTTAC  CCAACTGGCTGAACTCCATATT | 55 | 90 |
| c170666_g1_i1 | 3-ketodihydrosphingosine reductase | KDR_FAW | qPCR | Forward  Reverse | GCTTGTAGGCACAAATGTTAGG  TTGTCTCCTCTGGTTTGGTTAG | 53 | 98 |
| c180292_g9_i4 | SID1 transmembrane family member 2-like | SID_FAW | qPCR | Forward  Reverse | GCGTCCGTGGAGTTTATCTT  GTATCGCCACCGTCTGTTT | 52 | 92 |
| c170786_g1_i1 | phospholipase A1-like | PHA_FAW | qPCR | Forward  Reverse | ACGTGGATTTCTACCCGAATG  CACAGACTCGGCGTACAATAA | 52 | 95 |
| c179215_g2_i2 | juvenile hormone epoxide hydrolase-like | JHE_FAW | qPCR | Forward  Reverse | TCGATTACGGAGGCCATTTC GTTACTAGGTGGCGCCTTATT | 52 | 123 |
| c166591_g1_i1 | venom allergen 5.01-like | VAL_FAW | qPCR | Forward  Reverse | CCTCACCGAATCCGTCAAATA GGGATGGTGTTCGAGATGTAG | 53 | 108 |
| c182964_g5_i1 | proclotting enzyme-like | PCE_FAW | qPCR | Forward  Reverse | CACCCAAGTGTGGTTCTAACT  CTTGGTATGGGTAGGGTTCTTG | 54 | 112 |
| c180345_g2_i1 | heat shock protein 68-like | HSP_FAW | qPCR | Forward  Reverse | CGAGGAGTGCCTAAGATTGATG CGACCCTTGTCGTTCTTGATTA | 55 | 122 |
| c179097_g1_i1 | fatty acyl-CoA reductase wat-like | FAR_FAW | qPCR | Forward  Reverse | GCTCCAGTAGACATGGTGAATAA TGGAGCTGACGGTATAGATAGG | 54 | 103 |
| c185519_g3_i1 | filamin-A | FIL_FAW | qPCR | Forward  Reverse | GAAGTTGGTGATGCCAAGAAAG GTGTCTACGCTGAAGGTGTT | 54 | 89 |
|  | EF1α | Sf-EF1α | qPCR | Forward  Reverse | TGGGCGTCAACAAAATGGA  TCTCCGTGCCAGCCAGAAAT | 52 | 129 |

# Supplementary material for: Differential Transcriptome Analysis Reveals Genes Related to Low- and High-Temperature Stress in the Fall Armyworm, Spodoptera frugiperda
**Source:** Front Physiol. 2022 Jan 31;12:827077. doi: 10.3389/fphys.2021.827077
**Supplement:** Supplementary file 2

**Frontiers in Physiology**

**Differential transcriptome analysis reveals genes related to low- and high-temperature stress in the fall armyworm, *Spodoptera frugiperda***

**Mohammad Vatanparast and Youngjin Park^*^**

Plant Quarantine Technology center, Animal and Plant Quarantine Agency, Gimcheon, Republic of Korea

Running Title: Genes Related to Temperature Stress

**Supporting Information**

**Supplementary Table S2. Project information of transcriptome analysis.**

Supplementary Table S2.

| **Project information** | |
| --- | --- |
| Read Length | 101 |
| Library Kit | TruSeq Stranded mRNA LT Sample Prep Kit |
| Library Protocol | TruSeq Stranded mRNA Sample Preparation Guide, Part # 15031047 Rev. |
| Reagent | TruSeq 3000 4000 SBS Kit v3 |
| Sequencing Protocol | NovaSeq 6000 System User Guide Document #1000000019358 v02 |
| Sequencing Control Software | 1000000019358 v02 |

# Supplementary material for: Differential Transcriptome Analysis Reveals Genes Related to Low- and High-Temperature Stress in the Fall Armyworm, Spodoptera frugiperda
**Source:** Front Physiol. 2022 Jan 31;12:827077. doi: 10.3389/fphys.2021.827077
**Supplement:** Supplementary file 3

**Frontiers in Physiology**

**Differential transcriptome analysis reveals genes related to low- and high-temperature stress in the fall armyworm, *Spodoptera frugiperda***

**Mohammad Vatanparast and Youngjin Park^*^**

Plant Quarantine Technology center, Animal and Plant Quarantine Agency, Gimcheon, Republic of Korea

Running Title: Genes Related to Temperature Stress

**Supporting Information**

**Supplementary Table S3**. **Summary of data production.** Raw data statistics results. Q20 and Q30 are Ratio (%) of bases that have phred quality score greater than or equal to 20 or 30, respectively.

Supplementary Table S3.

| **Index** | **Sample ID** | **Total read bases** | **Total reads** | **GC (%)** | **Q20 (%)** | **Q30 (%)** |
| --- | --- | --- | --- | --- | --- | --- |
| 1 | T4 | 15,071,361,400 | 149,221,400 | 45.25 | 98.62 | 95.61 |
| 2 | T25 | 10,605,402,182 | 105,003,982 | 44.95 | 98.53 | 95.41 |
| 3 | T40 | 13,112,676,278 | 129,828,478 | 46.12 | 98.65 | 95.73 |

# Supplementary material for: Differential Transcriptome Analysis Reveals Genes Related to Low- and High-Temperature Stress in the Fall Armyworm, Spodoptera frugiperda
**Source:** Front Physiol. 2022 Jan 31;12:827077. doi: 10.3389/fphys.2021.827077
**Supplement:** Supplementary file 4

**Frontiers in Physiology**

**Differential transcriptome analysis reveals genes related to low- and high-temperature stress in the fall armyworm, *Spodoptera frugiperda***

**Mohammad Vatanparast and Youngjin Park^*^**

Plant Quarantine Technology center, Animal and Plant Quarantine Agency, Gimcheon, Republic of Korea

Running Title: Genes Related to Temperature Stress

**Supporting Information**

**Supplementary Table S4.** **Summary of data production.** Trimming data statistics results. Adapter sequences were removed. Q20 and Q30 are Ratio (%) of bases that have phred quality score greater than or equal to 20 or 30, respectively.

Supplementary Table S4.

| **Index** | **Sample ID** | **Total read bases** | **Total reads** | **GC (%)** | **Q20 (%)** | **Q30 (%)** |
| --- | --- | --- | --- | --- | --- | --- |
| 1 | T4 | 14,854,832,258 | 147,605,076 | 45.27 | 98.94 | 96.09 |
| 2 | T25 | 10,443,340,846 | 103,761,112 | 44.97 | 98.89 | 95.93 |
| 3 | T40 | 12,926,084,334 | 128,451,536 | 46.16 | 98.98 | 96.22 |

# Supplementary material for: Differential Transcriptome Analysis Reveals Genes Related to Low- and High-Temperature Stress in the Fall Armyworm, Spodoptera frugiperda
**Source:** Front Physiol. 2022 Jan 31;12:827077. doi: 10.3389/fphys.2021.827077
**Supplement:** Supplementary file 5

**Frontiers in Physiology**

**Differential transcriptome analysis reveals genes related to low- and high-temperature stress in the fall armyworm, *Spodoptera frugiperda***

**Mohammad Vatanparast and Youngjin Park^*^**

Plant Quarantine Technology center, Animal and Plant Quarantine Agency, Gimcheon, Republic of Korea

Running Title: Genes Related to Temperature Stress

**Supporting Information**

**Supplementary Table S5.** ***De novo* transcriptome assembly statistics.** The *de novo* assembly of merged data was carried out using Trinity software. N[x] length statistic: At least x% of the assembled transcript nucleotides are found in contigs that are at least of Nx length.

Supplementary Table S5.

| **Assembly** | **Merge** | | |
| --- | --- | --- | --- |
|  | **All transcript**  **contigs** | **Only longest**  **isoform per 'gene'** | |
| Total trinity 'genes' | 227,950 | | 227,950 |
| Total trinity transcripts | 318,058 | | 227,950 |
| Percent GC | 37.56 | | 36.91 |
| N90 | 279 | | 256 |
| N80 | 391 | | 335 |
| N70 | 535 | | 445 |
| N60 | 728 | | 593 |
| N50 | 1,021 | | 814 |
| N40 | 1,419 | | 1,176 |
| N30 | 1,964 | | 1,717 |
| N20 | 2,770 | | 2,515 |
| N10 | 4,263 | | 4,058 |
| Maximum contig length | 41,309 | | 41,309 |
| Minimum contig length | 201 | | 201 |
| Median contig length | 391.0 | | 349.0 |
| Average contig length | 685.18 | | 602.59 |
| Total assembled bases | 217,925,485 | | 137,360,884 |

# Supplementary material for: Differential Transcriptome Analysis Reveals Genes Related to Low- and High-Temperature Stress in the Fall Armyworm, Spodoptera frugiperda
**Source:** Front Physiol. 2022 Jan 31;12:827077. doi: 10.3389/fphys.2021.827077
**Supplement:** Supplementary file 6

**Frontiers in Physiology**

**Differential transcriptome analysis reveals genes related to low- and high-temperature stress in the fall armyworm, *Spodoptera frugiperda***

**Mohammad Vatanparast and Youngjin Park^*^**

Plant Quarantine Technology center, Animal and Plant Quarantine Agency, Gimcheon, Republic of Korea

Running Title: Genes Related to Temperature Stress

**Supporting Information**

**Supplementary Table S6.** **Clustering transcripts into unigenes.** Longest contigs of the assembled contigs are filtered and clustered into the non-redundant transcripts using CD-HIT-EST program. N[x] length statistic: At least x% of the assembled transcript nucleotides are found in contigs that are at least of Nx length.

Supplementary Table S6.

| **Assembly** | **Merge** | |
| --- | --- | --- |
|  | **Only longest isoform**  **per 'gene'** | **Clustered Contig**  **‘Unigene’** |
| Total 'genes' | 227,950 | 211,967 |
| Percent GC | 36.91 | 36.75 |
| N90 | 256 | 260 |
| N80 | 335 | 345 |
| N70 | 445 | 461 |
| N60 | 593 | 617 |
| N50 | 814 | 853 |
| N40 | 1,176 | 1,229 |
| N30 | 1,717 | 1,782 |
| N20 | 2,515 | 2,586 |
| N10 | 4,058 | 4,140 |
| Maximum contig length | 41,309 | 41,309 |
| Minimum contig length | 201 | 201 |
| Median contig length | 349.0 | 356.0 |
| Average contig length | 602.59 | 618.67 |
| Total assembled bases | 137,360,884 | 131,138,474 |

# Supplementary material for: Differential Transcriptome Analysis Reveals Genes Related to Low- and High-Temperature Stress in the Fall Armyworm, Spodoptera frugiperda
**Source:** Front Physiol. 2022 Jan 31;12:827077. doi: 10.3389/fphys.2021.827077
**Supplement:** Supplementary file 7

**Frontiers in Physiology**

**Differential transcriptome analysis reveals genes related to low- and high-temperature stress in the fall armyworm, *Spodoptera frugiperda***

**Mohammad Vatanparast and Youngjin Park^*^**

Plant Quarantine Technology center, Animal and Plant Quarantine Agency, Gimcheon, Republic of Korea

Running Title: Genes Related to Temperature Stress

**Supporting Information**

**Supplementary Table S7.** **Associated genes related to pathways enrichment base on KEGG classification (*P*-value<0.01, log_2_FC≥5, ≤-5).**

Supplementary Table S7.

# Supplementary material for: Differential Transcriptome Analysis Reveals Genes Related to Low- and High-Temperature Stress in the Fall Armyworm, Spodoptera frugiperda
**Source:** Front Physiol. 2022 Jan 31;12:827077. doi: 10.3389/fphys.2021.827077
**Supplement:** Supplementary file 8

**Frontiers in Physiology**

**Differential transcriptome analysis reveals genes related to low- and high-temperature stress in the fall armyworm, *Spodoptera frugiperda***

**Mohammad Vatanparast and Youngjin Park^*^**

Plant Quarantine Technology center, Animal and Plant Quarantine Agency, Gimcheon, Republic of Korea

Running Title: Genes Related to Temperature Stress

**Supporting Information**

**Supplementary Table S8.** **Same DEGs between T4 and T40 in comparison with T25 related to Heatmaps (*P*-value<0.01, log_2_FC≥5, ≤-5).**

Supplementary Table S8.

How the deposited data were processed for this re-analysis (not part of the article)

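RNA from whole *S. frugiperda* larvae held at 4 °C (T4), 25 °C (T25) or 40 °C (T40) was sequenced, with 1 library of 5 pooled larvae per temperature. The exposure was 16 h at 4 and 40 °C and is not given for the control. Libraries were grouped by these temperatures, and the comparisons were T4/T25, T40/T25 and T40/T4.

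The authors checked reads with FastQC 0.11.7, trimmed them with Trimmomatic 0.38, assembled the merged reads with Trinity, aligned each library with Bowtie 1.1.2 and estimated the deposited read counts per unigene with RSEM, as the paper states. The deposited FPKM values are the authors' counts divided by unigene length and library size. The deposited normalized values are log2 values that the authors made from counts divided by an effective library size. The deposited P-values were computed by the authors before deposition, and the adjusted ones are Benjamini-Hochberg values over 66024 tested unigenes. The deposited fold changes are linear and signed. Each deposited table holds only unigenes called at a P under 0.05 and a fold of at least 2, so uncalled unigenes could not be counted, and no read data were reprocessed.

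Ratios of counts divided by the effective library sizes were computed with a pseudocount of 0 for printed folds, and with a pseudocount of 1 for ranking. Intervals are 95% exact Clopper-Pearson intervals conditional on the summed counts. No p-value was computed, because each temperature has 1 library. The top 10 unigenes held 43.6% of the table reads in T4. They held 33.5% in T25 and 13.4% in T40. The tables hold 24403584 reads of T4, 16678975 of T25 and 21560373 of T40. GC content was 45.27% in T4, 44.97% in T25 and 46.16% in T40.

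Named unigenes are those the paper names in its text or Supplementary Tables 1, 7 and 8, whose values there had been seen. The 10 highest and 10 lowest per comparison with a named protein and at least 100 reads in the higher library were added. So were up to 2 highest and 2 lowest of each of 41 gene lists with at least 50 reads. The lists are patterns on the annotation text for heat shock proteins and other chaperones, antioxidant and detoxification enzymes, immunity, chemosensory proteins, cuticle and chitin, digestion, lipid, sugar and energy metabolism, ribosomes and translation, protein degradation, muscle, fat body, hormones, glycan synthesis, apoptosis, DNA replication, histones, transposable elements, neurons, hemocytes and spinning glands. The pattern for transferrin in the fat body list also takes in the acetyl-transferring pyruvate dehydrogenase kinase c184252_g2_i1.

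The deposited P-values were compared with those of edgeR's exact test at a preset biological coefficient of variation, since the tables hold no replicate from which to estimate it. At 0.3, all 12173, 20077 and 18896 deposited P-values were matched within 1%. The counting interval was tested on simulated data of 18805 unigenes. With counting error only, it covered the true ratio for 95.9% of unchanged unigenes in T4/T25. With a variation of 0.3 added, it covered 60.1%. Alternatives tried were TMM scaling, scaling by trimmed reads, FPKM ratios, pseudocounts of 0 and 10, filters on reads, other thresholds on P and fold, and 1 unigene per annotation hit. Added after the data had been seen were preset variations of 0.4, 0.5 and 0.6, restrictions to annotated unigenes and limits on adjusted P and fold together. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, matplotlib 3.10.9, R 4.3.3 and edgeR 4.0.16 were used.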

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

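All tests in this part were chosen after the results they bear on had been seen, and each rests on 1 library per temperature. The paper does not report a direction for the mitochondrial ribosomal, proteasome and muscle groups, or any bacterial unigenes.

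Mitochondrial ribosomal protein unigenes called higher in T40 than in T25 numbered 55, against 2 lower, and proteasome unigenes called lower numbered 33, against 1 higher. A scaling error of the T40 library moves all ratios by 1 factor, so it was argued against as the whole cause, since whatever the factor at least 33 of these 88 unigenes stay at 2-fold or more in their direction. This follows from the directions seen and leaves a smaller error, or one behind either group alone, open. Low read counts were argued against by the 94.5% of the 91 called members that had at least 100 reads in the higher library. A chance difference between 2 pools of larvae cannot be told apart from temperature with 1 library per temperature. A response to 40 °C is therefore a hypothesis that may hold and that these libraries leave open. The groups differed in the other comparisons. Mitochondrial ribosomal proteins split into 53 higher and 1 lower in T40/T4, and into 6 higher and 8 lower in T4/T25. Only 11 proteasome unigenes were called in T40/T4, with 2 higher and 9 lower. In T4/T25 the proteasome list had 0 higher and 9 lower, so its split was not particular to 40 °C. High proteasome values in the T25 library alone were not tested.

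Antimicrobial peptide, lysozyme and pathogen recognition unigenes were mostly lower at 40 °C than at 25 °C. Raised immune transcripts in the T25 library alone were argued against for members called in T40/T4, a comparison without T25, where 88.9% of 54 were lower in T40, against 10316 of all 18896 unigenes called there. Of the 52 members lower in T40/T25, 37 were lower in T40/T4, 1 was higher and 14 were not called there. Members not called there stay open, and chance values of the T40 library enter both comparisons. Fewer bacteria in the T40 larvae could not be decided, because enterococcal reads relative to library size were 4.51 times those of T25 over 21 unigenes of named proteins while over 23 unigenes of all hits the ratio was 0.158, each counted in all 3 libraries and each called by the authors, so that uncalled bacterial unigenes are missing. The few hits without a named protein turn the ratio, since the named proteins held only 196 of the 10488 T25 reads. A smaller share of fat body RNA in T40 could not be decided either, with 72.7% of the 22 called fat body unigenes lower. An effect of heat on immune transcripts is untested against these and may share their pattern.

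Of the unigenes called in both T4/T25 and T40/T25, 5741 moved in the same direction. An error in scaling T25 was likewise argued against only as the whole cause, since whatever the factor at least 2869 of them stay at 2-fold or more in their direction, which follows from the directions seen and leaves a smaller error, or one behind either direction alone, open. Chance values of the shared T25 library could not be excluded, since the variation between pools of larvae was not measured. Unchanged libraries simulated at a variation of 0.3 gave 248.6 such unigenes, at 0.4 gave 812.4 and at 0.6 gave 2736.6, over 30327 unigenes and not the 66024 tested. Their shares in the same direction (99.9, 99.5 and 95.6%, against 91.3% counted) are high by construction with a shared library and decide nothing. A general response to temperature stress may add to chance values of T25.

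Muscle and sarcomere unigenes lower in T40 than in T25 numbered 60, against 23 higher. Enterococcal unigenes of named proteins, from bacteria the paper does not report on, were higher in T40 than in T25 in 24 cases and lower in 2. The split was alike in T4/T25, with 18 higher and 2 lower, and was 7 higher and 4 lower in T40/T4. It is therefore not particular to 40 °C and may reflect low counts in the T25 library.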

How the results depend on the processing

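The alternatives named with a preset variation, with NR, NT or EggNOG hits or with limits on adjusted P and fold together were chosen after seeing the data. No paired analysis was possible because each temperature has 1 library, and for the same reason no replicate could be left out and no other split of the samples exists. Of 792 list results, 780 stayed within their limits and 12 moved (6 at an absolute log2 fold of 2 or more, 6 at 100 reads or more), and of 117 summary results 78 stayed and 39 moved. All 99 list results stayed under each of TMM, trimmed reads, FPKM ratios and pseudocounts of 0 and 10, which is no strong test. A pseudocount cannot turn a direction, and the TMM and trimmed read shifts are smaller than the smallest called fold of 2.35. Counts of called unigenes under these 2 scalings only filter unigenes already called. For named unigenes, 1128 of 1516 ratios stayed within their counting interval under the other scalings and a pseudocount of 10 and 388 moved beyond it. The majority of called unigenes did turn, from 47.1% higher in T40/T25 to 53.9% with at least 100 reads in the higher library, and from 55.1% higher in T4/T25 to 49.6% with at least 10 reads in both libraries. It also turned in T40/T25 (54.1 and 53.6%) and in T40/T4 (45.4 to 54.8% in both) with the restrictions to NR and NT or to EggNOG hits, and the cause was not tested. With an NR hit alone it was 49.4% in T4/T25, 53.6% in T40/T25 and 56.6% in T40/T4. The majority turned in 8 cases over 41 lists and 3 comparisons. In T4/T25 these were the N-glycan and GPI-anchor list, from 73.7% higher to 0% (1 member left), and the ecdysteroid list, to 3 higher and 2 lower, at an absolute log2 fold of 2 or more, and, at 100 reads or more, mitochondrial ribosomal proteins, to 4 higher and 3 lower, and digestive serine proteases, to 14 higher and 16 lower. With 1 unigene per annotation hit, digestive serine proteases turned to 31 higher and 32 lower in T40/T25 and from 35 higher and 32 lower to 30 higher and 32 lower in T40/T4. At 100 reads or more, spinning and salivary gland unigenes turned to 2 higher and 1 lower in T40/T25 and neural unigenes from 13 higher and 11 lower to 7 higher and 8 lower in T40/T4. Scaling by trimmed reads shifts all log2 ratios by -0.13 in T4/T25 and by 0.16 in T40/T25. TMM, computed over called unigenes only, changes the log2 library size relative to T25 by 0.04 for T4 and by -0.19 for T40. A larger library size lowers a ratio, so TMM moves the ratios in the same directions as trimmed reads do.

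The number called in T4/T25 became 4951 at an adjusted P under 0.05, 6689 at a P under 0.01, 5851 with at least 10 reads in both libraries and 4409 with at least 100 in the higher. A preset variation of 0.4 gave 8047, of 0.5 gave 4955 and of 0.6 gave 3056. With an adjusted P under 0.05 it was 1449 with NR and NT hits and 1575 with an EggNOG hit. In T40/T25 the number became 10401 with at least 10 reads, 8463 with at least 100, 10161 at a variation of 0.5 and 6702 at 0.6, and 3979 and 4210 with those hits. In T40/T4 it became 11741 at an adjusted P under 0.05, 12052 at a P under 0.01, 9922 with at least 10 reads, 7862 with at least 100, 9115 at 0.5 and 5795 at 0.6, and 3252 and 3447 with those hits. An adjusted P under 0.05 together with an absolute log2 fold of 2 or more gave 4839 in T4/T25, 12247 in T40/T25 and 10692 in T40/T4, with 2322 shared by T4/T25 and T40/T25, 1042 of T4/T25 only and 458 of all 3 comparisons. Fewer unigenes pass a stricter threshold or filter by its construction.

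Unigenes shared by T4/T25 and T40/T25 became 3790 at an absolute log2 fold of 2 or more and 2515 at an adjusted P under 0.05. Those of T4/T25 only became 921 at an adjusted P under 0.05, and those of all 3 comparisons became 673 at an absolute log2 fold of 2 or more and 594 at an adjusted P under 0.05. Shared unigenes at a fold of 5 became 891 with a pseudocount of 10, 185 at an absolute log2 fold of 5 or more and 6286 at a P under 0.05 and a fold of 2. The metabolic share of GO terms among unigenes called in that comparison only was 17.5% in T4/T25 and 16.7% in T40/T25, and the cause was not tested. Depth limits folds with 1 to 3 reads in the lower library, whose counting intervals are wide.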

Differences from the paper's values

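The paper gives 199 DEGs for T4, 1248 for T40 and 734 for T40 compared with T4. The unigenes called in 1 comparison only numbered 2471 in T4/T25, 4688 in T40/T25 and 4363 in T40/T4. Under the alternatives set before the data were examined, an absolute log2 fold of 2 or more alone and an adjusted P under 0.05 alone, the numbers still differed from the paper's. The paper states both limits together for these numbers, and both together, run only after seeing the data, gave 1042, 4599 and 3433, which also differed.

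For all unigenes called, the paper's Figure 2 shows about 1500 for T4/T25, about 4100 for T40/T25 and about 3400 for T40/T4, read by eye, against 12173, 20077 and 18896 in the authors' deposited tables. The paper's Figure 3 shows about 810 higher and about 650 lower for T4/T25, read by eye, against 6704 and 5469. For T40/T25 it shows about 2200 higher and about 1900 lower, read by eye, against 9453 and 10624. None of the alternatives set before the data were examined, which held each limit alone, brought these within the paper's values, and an adjusted P under 0.05 together with an absolute log2 fold of 2 or more, run only after seeing the data, gave 4839, 12247 and 10692 called. An adjusted P under 0.05 with hits in both NR and NT, chosen after seeing the values, gave 1449, 3979 and 3252, within 1.5 times the figure's values, and dropped 8 of the 129 T4/T25 and 12 of the 215 T40/T25 unigenes that Supplementary Tables 7 and 8 list. An adjusted P under 0.05 with an EggNOG hit, also chosen after seeing the values, gave 1575, 4210 and 3447, also within 1.5 times, and dropped 5 and 10 of those listed unigenes.

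For unigenes shared at a fold of 5, the paper gives 119, against 2133 here. All of the alternatives set before the data were examined still differed, among them an absolute log2 fold of 5 or more with 185. For clean data, the paper gives 19.2 Gb, against 38.2 Gb summed over the libraries of Supplementary Table 4, and no alternative applies.

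The paper has ubiquitin-conjugating enzyme E2 and von Hippel-Lindau unigenes higher after heat. The E2 unigene c188297_g1_i1 had 2068 reads in T40 against 9590 in T25 and the von Hippel-Lindau unigene c163389_g1_i2 had 8 reads in T40 against 55 in T25. The paper has immune unigenes such as lysozymes and apoptosis genes induced at high temperature only. Antimicrobial peptides and lysozymes split into 4 higher and 18 lower in T40/T25 and apoptosis unigenes into 4 higher and 9 lower, although the defensin unigene c160379_g1_i1 was higher and Supplementary Table 7 lists 1 unigene under apoptosis, higher at 40 °C, and the caspase-1 unigene c185862_g1_i1 was 4.63-fold higher (95% counting interval 4.09 to 5.25) in T4. Supplementary Table 7 lists no pathway named for lysozymes, and its lysosome pathway had 3 higher and 3 lower at 40 °C. The first list mixes antimicrobial peptides with lysozymes, so it is not the set the paper names. The paper's discussion places CYP306A1 at high temperature, and its unigene c183552_g1_i3 was also 7.62-fold higher in T4/T25. The paper counts 219 DEGs in the pathways at 40 °C, which are pathway assignments of 96 unigenes in Supplementary Table 7. Of the P values listed there for the 96, only 3 equal the adjusted P of their own unigene.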

Other observations

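Groups not described with the paper's conclusions split as follows. Muscle and sarcomere unigenes split into 26 higher and 16 lower in T4/T25 and, in T40/T25, into 23 higher and 60 lower. Myosin-7 (c176853_g1_i1), of the contractile apparatus, was 229.7-fold lower (95% counting interval 185 to 289) in T40 than in T25, and twitchin (c182570_g3_i3) was 74.1-fold lower (95% counting interval 59.8 to 92.9). A muscle myosin heavy chain unigene, c98457_g2_i1, was 42.8-fold higher (95% counting interval 23.1 to 89.8) in T4. Mitochondrial ribosomal proteins split into 6 higher and 8 lower in T4/T25 (4 higher and 3 lower at 100 reads or more), and L43 (c170059_g1_i1) was 139-fold higher (95% counting interval 38.2 to 1151) in T40 while S5 (c173729_g1_i1) was 8.14-fold lower (95% counting interval 6.93 to 9.61). Cytosolic ribosomal proteins split into 0 higher and 2 lower in T4/T25 and 7 higher and 3 lower in T40/T25. Translation factors split into 5 higher and 5 lower in T4/T25 and 18 higher and 5 lower in T40/T25.

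Digestive serine proteases, which cut food proteins in the gut, split into 22 higher and 21 lower in T4/T25 (14 higher and 16 lower at 100 reads or more) and 36 higher and 34 lower in T40/T25 (31 higher and 32 lower with 1 unigene per annotation hit), and the trypsin unigene c181312_g4_i1 was 1144-fold lower (95% counting interval 622 to 2387) in T40. Ecdysteroid pathway unigenes split into 3 higher and 5 lower in T4/T25 (3 higher and 2 lower at an absolute log2 fold of 2 or more) and 3 higher and 16 lower in T40/T25, with the ecdysteroid-regulated protein c180588_g2_i1 at 62.7-fold lower (95% counting interval 54.8 to 72.0) in T40. Juvenile hormone metabolism split into 7 higher and 4 lower in T4/T25. Transposable elements split into 32 higher and 52 lower in T4/T25 and 37 higher and 78 lower in T40/T25. Spinning and salivary gland unigenes split into 3 higher and 1 lower in T4/T25 and 3 higher and 4 lower in T40/T25 (2 higher and 1 lower at 100 reads or more). Neural unigenes split into 9 higher and 12 lower in T4/T25, and the octopamine receptor c178911_g3_i2 was 149.8-fold lower (95% counting interval 75.7 to 348) in T40. Hemocyte markers split into 5 higher and 5 lower in T4/T25, fat body unigenes into 12 higher and 5 lower, and carbohydrate digestion unigenes into 15 higher and 12 lower. In T4/T25, antioxidant enzymes split into 4 higher and 3 lower, chitin and peritrophic matrix unigenes into 7 higher and 11 lower and the Hsp90 family into 1 higher and 0 lower. In T40/T25, DNA replication and repair unigenes split into 28 higher and 23 lower and histones into 2 higher and 0 lower.

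Enterococcal unigenes of named proteins held 949 reads in T4, 196 in T25 and 1220 in T40, over the 21 of 35 with counts in all 3 libraries. Over the 23 of all 37 enterococcal unigenes with counts in all 3 libraries, the reads were 2986, 10488 and 2282.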
